# ER-associated RNA silencing promotes ER quality control

**DOI:** 10.1038/s41556-022-01025-4

**Published:** 2022-12-05

**Authors:** Sotirios Efstathiou, Franziska Ottens, Lena-Sophie Schütter, Sonia Ravanelli, Nikolaos Charmpilas, Aljona Gutschmidt, Jérémie Le Pen, Niels H. Gehring, Eric A. Miska, Jorge Bouças, Thorsten Hoppe

**Keywords:** ER-associated degradation, RNAi, Endoplasmic reticulum

## Abstract

The endoplasmic reticulum (ER) coordinates mRNA translation and processing of secreted and endomembrane proteins. ER-associated degradation (ERAD) prevents the accumulation of misfolded proteins in the ER, but the physiological regulation of this process remains poorly characterized. Here, in a genetic screen using an ERAD model substrate in *Caenorhabditis elegans*, we identified an anti-viral RNA interference pathway, referred to as ER-associated RNA silencing (ERAS), which acts together with ERAD to preserve ER homeostasis and function. Induced by ER stress, ERAS is mediated by the Argonaute protein RDE-1/AGO2, is conserved in mammals and promotes ER-associated RNA turnover. ERAS and ERAD are complementary, as simultaneous inactivation of both quality-control pathways leads to increased ER stress, reduced protein quality control and impaired intestinal integrity. Collectively, our findings indicate that ER homeostasis and organismal health are protected by synergistic functions of ERAS and ERAD.

## Abstract (web summary)

Efstathiou et al. describe an Argonaute-dependent endoplasmic reticulum (ER)-associated RNA silencing pathway that acts together with ER-associated protein degradation to preserve ER homeostasis and function.

## Main

The endoplasmic reticulum (ER) coordinates translation, folding and maturation of luminal, secreted and transmembrane proteins within the endomembrane system. Challenging the protein folding capacity of the ER by increased protein import or drug-induced dysfunction results in ER stress, which activates a series of conserved protein quality-control pathways that together constitute the unfolded protein response of the ER (UPR^ER^)^1,2^. ER stress signalling is essential for organismal development and has been associated with many pathological states, including metabolic, neurologic and inflammatory diseases^3,4^.

Upon ER stress, the inositol-requiring enzyme (IRE1), a transmembrane protein kinase and endoribonuclease, promotes the unconventional splicing of the XBP1-encoding messenger RNA precursor, leading to the translation of the transcription factor XBP1s (refs. ^5–7^). One of the molecular mechanisms controlled by XBP1s is the ER-associated protein degradation (ERAD) pathway. ERAD targets ER-resident proteins for selective degradation by the ubiquitin/proteasome system^8^. Under stress conditions, ERAD prevents the accumulation of misfolded proteins through the luminal ER chaperone BiP and glycoprotein-binding lectins, which cooperate with the Sel1L–Hrd1 protein complex. Sel1L is an obligatory co-factor for the ER membrane spanning E3 ligase Hrd1, which ubiquitylates retro-translocated proteins for proteasomal turnover in the cytosol. In mammalian cells, IRE1 overexpression initiates the cleavage of particular mRNAs in a process termed regulated IRE1-dependent mRNA decay^9,10^. However, the functional relevance of this mechanism remains largely unclear, since mRNA levels of most regulated IRE1-dependent mRNA decay targets do not notably change even under ER stress conditions^11^.

In this Article, we investigated the physiological regulation of ERAD and discovered an mRNA silencing mechanism that ensures ER homeostasis and function. In response to ER stress, the conserved Argonaute protein RDE-1/AGO2 mediates the bulk degradation of ER-associated mRNAs to ameliorate ER overload. This protective mechanism that we named ER-associated RNA silencing (ERAS) acts together with ERAD to maintain ER homeostasis and tissue integrity. Our work shows that ER-targeted mRNAs and proteins need to be actively degraded to allow the ER to cope with stress and maintain the essential function of this organelle as the cellular sorting centre.

## Results

### The exo-RNAi pathway is linked to ERQC

To investigate physiological ER quality control (ERQC) mechanisms, we examined the ERAD substrate protein CPL-1*::YFP (CPL-1*) in *Caenorhabditis elegans*. CPL-1*, a misfolding mutant form of the lysosomal cathepsin L-like peptidase, accumulates in the ER lumen when ERAD is impaired (Fig. 1a and Extended Data Fig. 1a)^12,13^. We stably expressed CPL-1* in intestinal cells, which are enriched in rough ER and secretory vesicles (Extended Data Fig. 1b)^13^. Knockdown of the E3 ligase SEL-11 (Hrd1 orthologue), its adaptor protein SEL-1 (Sel1L orthologue), the lectin C47E12.3 (EDEM1 orthologue) or the chaperone CDC-48 resulted in increased YFP levels, validating CPL-1* as a bona fide ERAD substrate (Extended Data Fig. 1c,d). In contrast, depletion of the autophagy regulators LGG-1 (LC3 orthologue) or BEC-1 (Beclin-1 orthologue) did not change CPL-1* protein levels (Extended Data Fig. 1e,f).

**Fig. 1:**
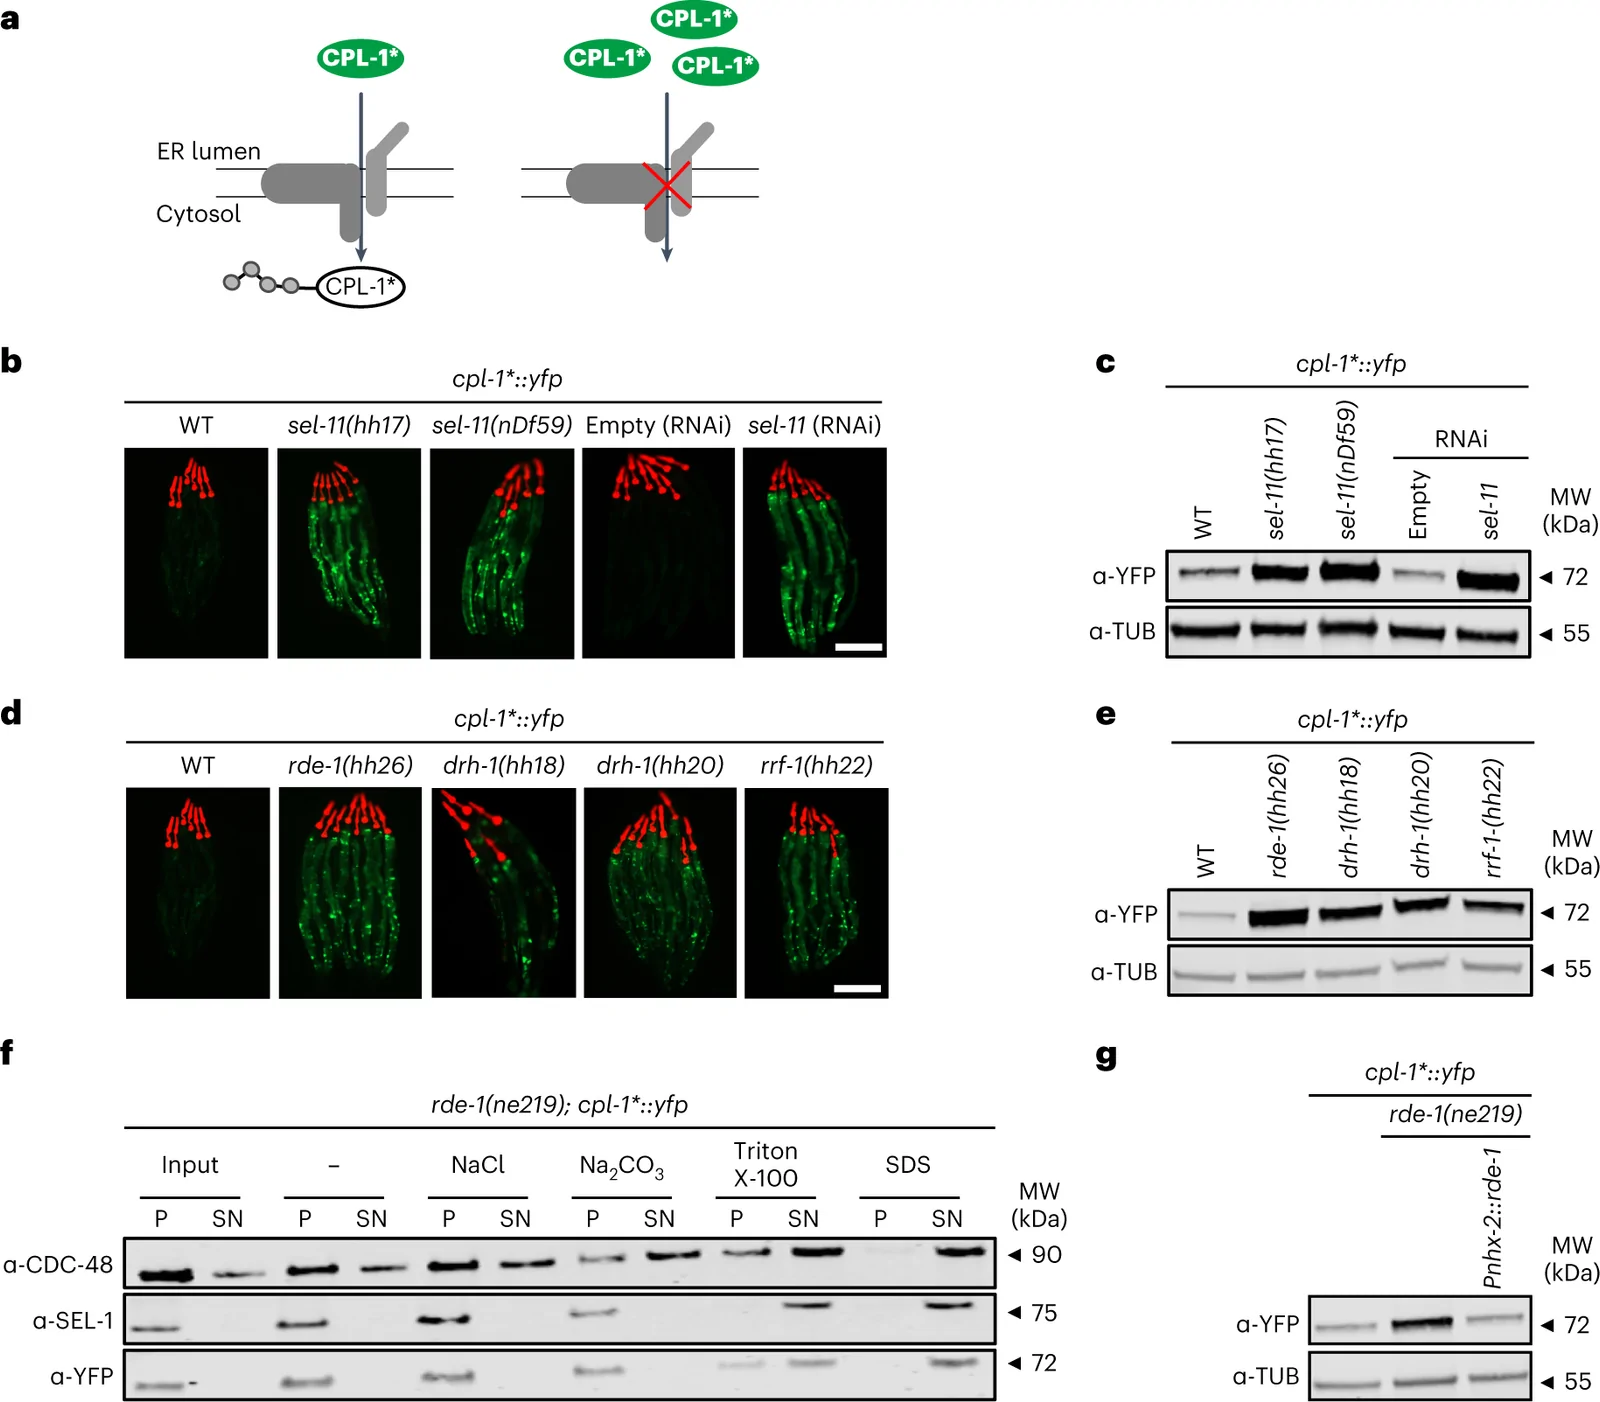
A role for exo-RNAi in ER homeostasis. **a**, Turnover of the model substrate CPL‑1* via ERAD. **b**, Fluorescence images of worms expressing *cpl*‑1* with the indicated mutations and RNAi (empty control (Empty)) for the ERAD factor *sel-11*. **c**, Western blot of worm lysates corresponding to images shown in **b**, detecting CPL-1* (YFP) and tubulin (TUB). **d**, Fluorescence images of worms expressing cpl-1* with mutations in the exo-RNAi pathway. **e**, Western blot of worm lysates corresponding to the samples in **d**, detecting CPL-1* (YFP) and tubulin (TUB). **f**, Cellular fractionation of microsomes. Western blot detecting CPL-1* (YFP), CDC-48 (CDC-48) and SEL-1 (SEL-1). Pellet (P) and supernatant (SN) fractions of rde-1(ne219); cpl-1* worm lysates treated with the indicated chemicals after subcellular fractionation. **g**, Western blot of worm lysates detecting CPL-1* (YFP) and tubulin (TUB) in *rde-1(ne219)* worms and animals with intestinal *Pnhx-2*::*rde-1* rescue. In **b** and **d**, pharyngeal expression of *Pmyo-2::mCherry* serves as transgenic marker. Scale bar, 200 µm. MW, molecular weight. Unprocessed blots are available in the source data. Source data

We performed a forward genetic screen using ethyl methane sulfonate (EMS)-induced mutagenesis and isolated YFP-positive mutants with increased CPL-1* levels (Fig. 1a and Extended Data Fig. 1a,b). Whole-genome sequencing and genetic mapping of selected mutants identified known components of ERAD, including *sel-11* (Fig. 1b,c and Extended Data Fig. 1g)^14^. The screen also revealed that *rde-1(hh26)*, *rde-1(ne219)*, *drh-1(hh18)*, *drh-1(hh20)*, *drh-1(ok3495)* and *rrf-1(hh22)* loss-of-function (LOF) mutants (Extended Data Fig. 2b), or their RNA interference (RNAi) depletion, robustly increased CPL-1* protein levels, as seen in *sel-11(hh17)* (Fig. 1d,e and Extended Data Fig. 2c,d). CPL-1* co-fractionated with SEL-1 in ER-derived microsomes of *rde-1(ne219)* worms (Fig. 1f), indicating that the CPL-1* protein accumulated in the ER fraction. Intestinal expression of *rde-1* rescued the accumulation of CPL-1* in the *rde-1(ne219)* mutant (Fig. 1g and Extended Data Fig. 2e). Thus, our identification of *rde-1, drh-1* and *rrf-1* as factors in CPL-1* accumulation suggested an involvement in ERQC.

RNAi defective (RDE-1), dicer-related helicase (DRH-1) and RNA-dependent RNA polymerase (RRF-1) are all components of the exogenous RNAi (exo-RNAi) pathway that mediates the degradation of viral RNAs (Extended Data Fig. 2a)^15^. Many viruses use the ER for their replication and also manipulate factors localized in the ER, such as ERAD, to their advantage^16^. We wanted to know whether Orsay virus, which infects *C. elegans* and is targeted by exo-RNAi^17,18^, also has ER association. To this end, we used a viral infection transcriptional reporter^19^ that allowed us to enrich worms infected with Orsay virus (Extended Data Fig. 2f). Like the CPL-1* protein, cellular fractionation assays showed that Orsay virus RNA1 and its capsid protein α are enriched in the ER fraction, suggesting that virus replication and exo-RNAi function at the ER membrane (Extended Data Fig. 2g,h).

### Exo-RNAi degrades CPL-1* substrate-encoding mRNA

To examine the role of the exo-RNAi machinery in ERQC we monitored CPL-1* protein turnover over a period of 9 h after blocking translation with cycloheximide (CHX). While CPL-1* degradation was significantly impaired in the ERAD-defective mutant *sel-11(nDf59)*, the *rde-1(ne219)* and *drh-1(ok3495)* mutants were not impaired in substrate protein degradation (Fig. 2a,b), indicating that its accumulation in *rde-1* and *drh-1* (Fig. 1d,e) was not linked to ERAD-mediated post-translational control. RDE-1 belongs to the Argonaute protein family^20^ and contains a PIWI/Argonaute/Zwille (PAZ) domain and a PIWI domain with endonucleolytic activity^21^, which is required for RNAi^22^. Given that RDE-1 and the DRH-1 RNA helicase form part of the RNA-induced silencing complex, which participates in target RNA degradation (Extended Data Fig. 2a), we wondered if they directly targeted the transgenic *cpl-1* mRNA. The *rde-1(ne219)* LOF lesion converts a conserved glutamate to lysine within the PAZ domain, which binds the 3′ end of small interfering RNAs (siRNAs)^22^, abrogating its RNA silencing function (Extended Data Fig. 2b). Thus, we reasoned that the exo-RNAi pathway might affect CPL-1* protein levels via post-transcriptional regulation of transgenic cpl-1* mRNA turnover. To test this idea, we blocked transcription using α-amanitin and measured cpl-1* mRNA levels over 10 h. We observed rapid mRNA turnover in wild-type (WT) animals, but increased stability in *rde-1(ne219)* and *drh-1(ok3495)* mutant worms (Fig. 2c,d). Intriguingly, we found decreased cpl-1* mRNA baseline levels in the ERAD-defective *sel-11* and *sel-1* mutants (Extended Data Fig. 3a), suggesting a link between ERQC and mRNA turnover. To further investigate the interplay between ERAD and post-transcriptional regulation of mRNA turnover by exo-RNAi, we analysed *cpl-1* mRNA levels in worms expressing the natively folded wild-type CPL-1 (CPL-1^WT^) protein. In contrast to the rapid degradation of the cpl-1* transcript, *cpl-1*^*WT*^ mRNA remained unchanged in the absence of functional RDE-1 or DRH-1 (Fig. 2e,f), suggesting that the exo-RNAi pathway predominantly targets the cpl-1* mRNA.

**Fig. 2:**
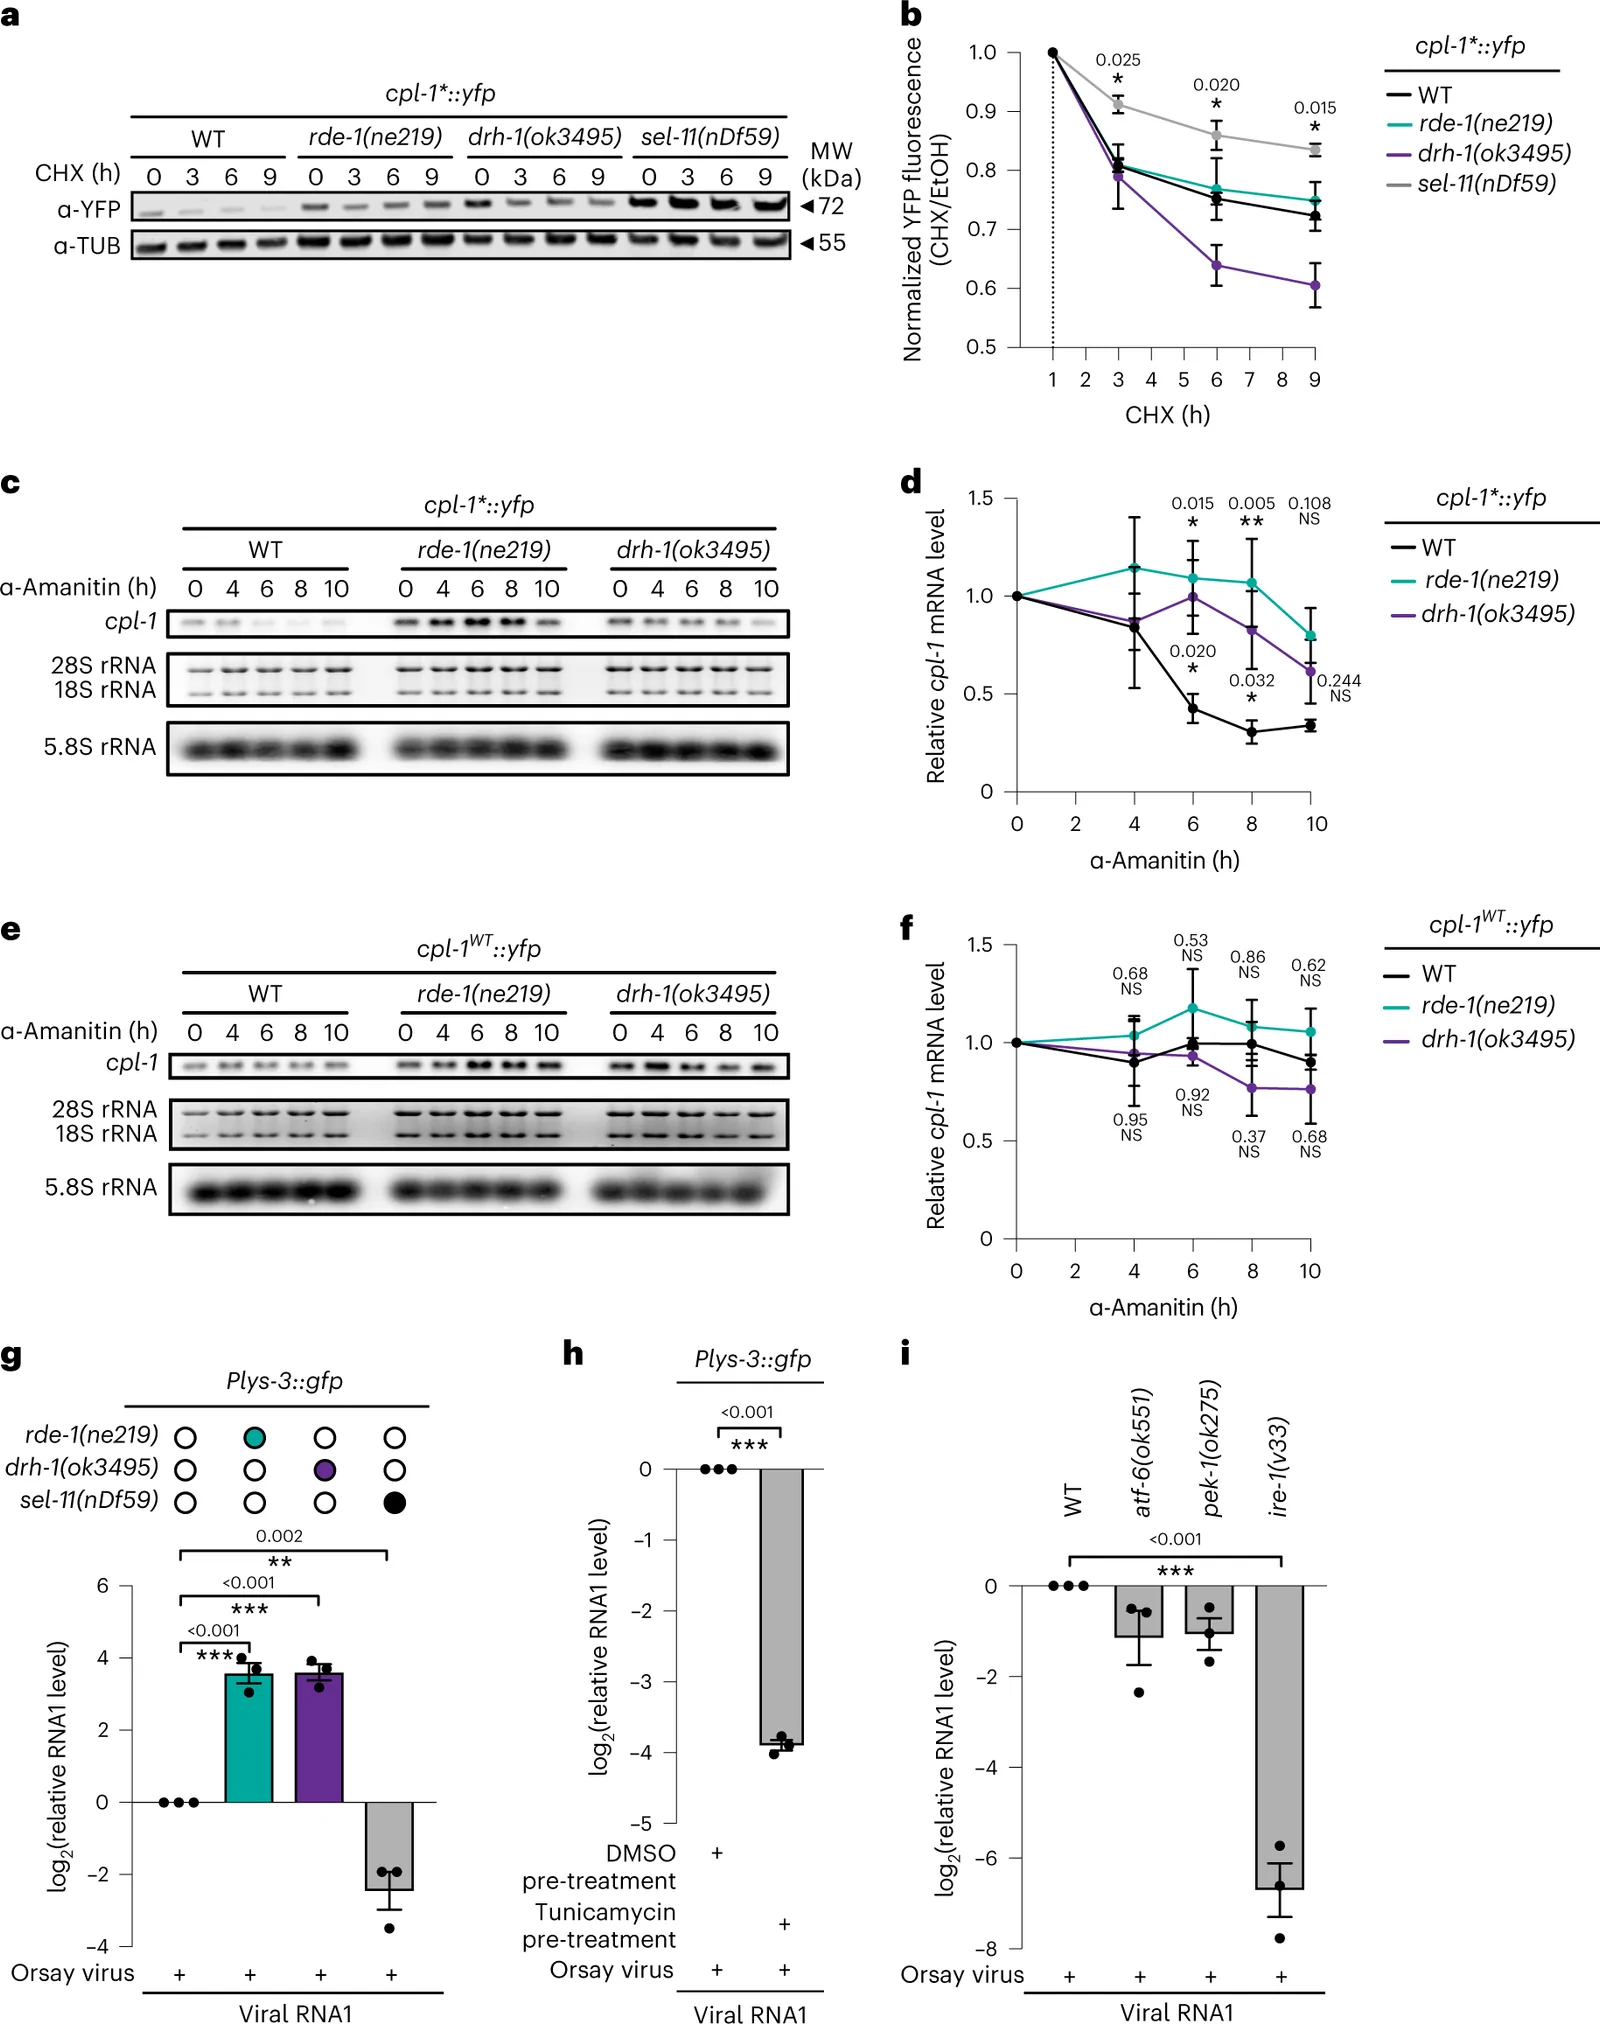
Post-transcriptional regulation of ERAD substrate and viral RNA level. **a**,**b**, CHX chase assay to assess CPL-1* protein stability: western blot of lysates from cpl-1* expressing worms with indicated mutations detecting CPL-1* (YFP) and tubulin (TUB) over 9 h of CHX treatment (**a**); BioSorter quantification of YFP fluorescence in vehicle (EtOH)- and CHX-treated cpl-1*-expressing worms (**b**). CHX/EtOH ratios were normalized to the 1 h timepoint of the respective genotype. **c**, α-Amanitin chase assay to monitor *cpl-1* mRNA level in *rde‑1(ne219)* and *drh‑1(ok3495)* mutant worms expressing cpl-1*. Northern blot of purified RNA from animals expressing cpl-1*, detecting *cpl-1* mRNA and 5.8S rRNA. 28S and 18S rRNA served as agarose gel loading control. **d**, Quantification of *cpl-1* mRNA level corresponding to the data shown in **c**, relative to 5.8 S rRNA. **e**, α-Amanitin chase assay to monitor *cpl-1* mRNA level in *rde‑1(ne219)* and *drh‑1(ok3495)* mutant worms expressing *cpl-1*^*WT*^. Northern blot of purified RNA from animals expressing *cpl-1*^*WT*^, detecting *cpl-1* mRNA and 5.8 S rRNA. 28S and 18S rRNA served as agarose gel loading control. **f**, Quantification of *cpl-1* mRNA level corresponding to the data shown in **e**, relative to 5.8S rRNA. **g**, Viral RNA1 level measured by qRT–PCR in worms infected with the Orsay virus. **h**, Viral RNA1 level measured by qRT–PCR in worms pre-treated with vehicle (DMSO) or tunicamycin before viral infection. Data are relative to 18S rRNA. **i**, Viral RNA1 level measured by qRT–PCR in worms, defective for the UPR^ER^ pathway. In **b**, **d** and **f**–**i**, Values are depicted as mean ± standard error of the mean (s.e.m.) generated from *n* = 3 independent experiments, *P < 0.05; **P < 0.01; ***P < 0.001; NS, *P* > 0.05. Data were analysed by two-way ANOVA with Sidak’s multiple comparison test. Source numerical data and unprocessed blots are available in source data. Source data

As both CPL-1 and viral components are localized at the ER (Fig. 1f and Extended Data Fig. 2f–h), we examined the effects of ER homeostasis on Orsay virus infection in *C*. *elegans*. Consistent with the known anti-viral function of exo-RNAi^17,18^, *rde-1* and *drh-1* mutants showed increased levels of viral RNA1 upon infection with Orsay virus (Fig. 2g), which was rescued by intestinal *rde-1* expression (Extended Data Fig. 3b)^18,23–26^. Viral infection induced expression of the ER-resident chaperone *hsp-4* (BiP orthologue) and triggered splicing of *xbp-1* (Extended Data Fig. 3c). In addition, we found that viral RNA1 levels decreased sharply in worms pre-treated with the ER stressor tunicamycin before virus infection, indicating increased viral RNA turnover upon ER stress (Fig. 2h). The ERAD *sel-11* mutant also exhibited decreased RNA1 levels (Fig. 2g), as did the *atf-6*, *pek-1* and *ire-1* mutants, which have defects in UPR^ER^ regulation (Fig. 2i), suggesting a functional link between ER fidelity and viral RNA degradation. Our results suggest that ER stress triggers the degradation of ER-associated mRNAs and viral RNAs via the exo-RNAi machinery.

### mRNA turnover is linked to ER stress

To investigate the signalling mechanism that activates exo-RNAi, we analysed the transcriptional landscape of worms expressing cpl-1* and compared them with *cpl-1*^*WT*^ and wild-type worms by RNA sequencing. 

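Total RNA of age-synchronized day 1 adult hermaphrodites was sequenced from 4 strains with 3 samples each. These were wild type, worms expressing cpl-1WT, worms expressing cpl-1*, and rde-1(ne219); cpl-1* worms. CPL-1* is a misfolding variant of the cathepsin L-like protease CPL-1, and rde-1 encodes the Argonaute protein of the exo-RNAi pathway. The authors mapped the reads to the Ensembl release 91 transcriptome with HISAT2, assembled transcripts with StringTie and quantified them with Cufflinks. The values are FPKM, which are fragments scaled by transcript length and by the number of mapped fragments. For each gene, the authors' deposited table gives 1 FPKM for wild type, cpl-1* and rde-1(ne219); cpl-1*, each pooled over the samples of the strain. It compares cpl-1* with wild type, rde-1(ne219); cpl-1* with cpl-1*, and rde-1(ne219); cpl-1* with wild type. Values of cpl-1WT were not used here, so no comparison with it was made. The genotype labels of the cpl-1* and the rde-1(ne219); cpl-1* samples describe the transgene differently, while their source labels name the same tag. Without values per sample, no spread between replicates could be computed and the depth of each sample is unknown. Genes were counted as identifiers, and some identifiers of 1 symbol repeat the same values. The P and q values of single genes are therefore the authors' own. Each comparison lists 46217 gene identifiers at 30374 loci, of which 16395, 17146 and 17161 were tested, in the order given. The smallest P value in the authors' deposited table is 5e-05, so genes at that limit cannot be ranked by P. A q of 0.05 corresponds to P = 0.0074 in the authors' deposited table. Gene sets were drawn at P of 0.05 or less, the cut-off the paper states, and their enrichments were computed with two-sided Fisher's exact test among the genes tested. Gene lists were compared with 10000 random lists of the same size, matched on mean FPKM in 20 bins. Genes are not independent replicates, so these tests describe the pooled libraries.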

Gene Ontology (GO) term enrichment analysis of the significantly upregulated transcripts identified genes involved in UPR^ER^, response to ER stress, and innate immunity (Fig. 3a,b), suggesting that overexpression and misfolding of CPL-1* increased protein folding load and ERQC requirements of the ER and induced ER stress^13,27,28^.

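In the authors' deposited table, 2340 genes were higher in cpl-1* than in wild-type worms at P of 0.05 or less, and 662 were lower. At a q of 0.05 or less, which moved the higher set most, the authors' deposited table leaves 1443 higher and 276 lower genes. The paper restricts its set further to transcripts that were also higher than in cpl-1WT worms, so the set here is wider than the paper's. GO terms were taken from the annotation in the table, and 6019 terms were tested. Of the 51 tested genes annotated with the endoplasmic reticulum unfolded protein response, 24 were higher in cpl-1*, where 7.28 would fall by chance. This is a 3.30-fold enrichment (adjusted p = 3.06e-06, two-sided Fisher's exact test with Benjamini–Hochberg adjustment). Of the 276 innate immune response genes, 125 were higher against 39.4 by chance, which is 3.17-fold (adjusted p = 1.64e-32, same Fisher's exact test). The term response to endoplasmic reticulum stress was attached directly to only 16 tested genes. Of these, 1 was higher against 2.28 by chance, so an enrichment was not detectable (adjusted p = 1, same Fisher's exact test). Among the 24 genes of the unfolded protein response term, 7 belong to the abu and pqn families, whose similar sequences can split reads between members. Without these families 17 of 42 genes were higher, a 2.85-fold enrichment (p = 2.69e-05, two-sided Fisher's exact test). From the terms enriched in its own set, the paper proposes that overexpression and misfolding of CPL-1* increased the folding load of the ER and induced ER stress.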

**Fig. 3:**
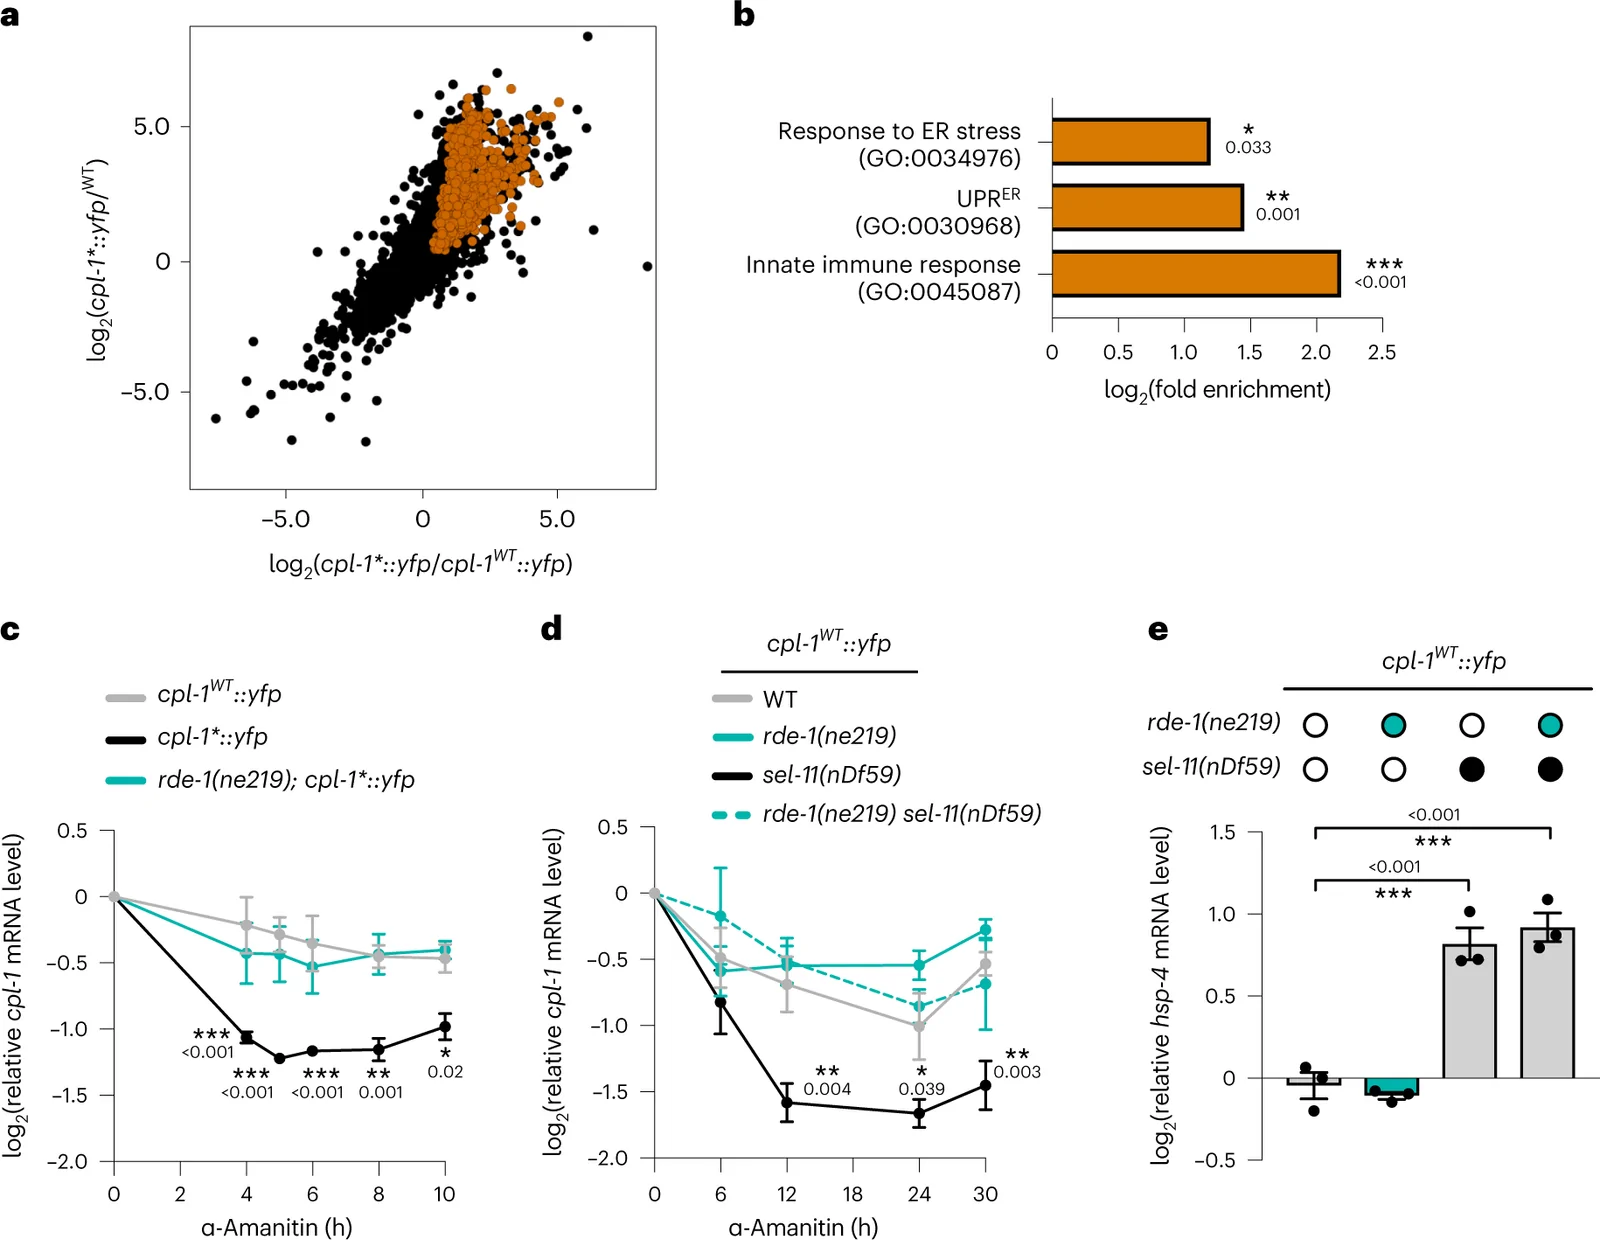
RDE-1-dependent RNA turnover is affected by ER stress. **a**, RNA sequencing results of cpl-1* expressing worms compared with WT and *cpl-1*^*WT*^ expressing worms, respectively. The cut-off for filtering of upregulated constructs was performed with *P* ≤ 0.05 (brown spheres). **b**, GO term enrichment for biological processes of the transcripts identified in **a** (brown). Only transcripts that were upregulated in both datasets shown in **a** were selected for analysis, resulting in 996 upregulated transcripts. **c**,**d**, α-Amanitin chase assays for *cpl-1*^*WT*^ and cpl-1* mRNA from mutant animals for ERAD and/or ERAS expressing *cpl-1*^*WT*^ or cpl-1* mRNA measured by qRT–PCR. Data relative to 18S rRNA, *cdc-42* and *pmp-3* mRNA. **e**, *hsp-4* mRNA level measured by qRT-PCR at the 0 h timepoint corresponding to the samples shown in **d**. Data relative to *cdc-42* and *pmp-3* mRNA. In **c** and **d**, data were analysed by two-way ANOVA with Dunnett’s multiple comparison test. In **e**, data were analysed by one-way ANOVA with Sidak’s multiple comparison test. In **c**–**e**, values are depicted as mean ± s.e.m. generated from *n* = 3 independent experiments, *P < 0.05; **P < 0.01; ***P < 0.001; NS, *P* > 0.05. In **b**, raw *P* values were corrected for FDR. *FDR <0.05; **FDR <0.01; ***FDR <0.001; NS, FDR >0.05. Source numerical data are available in source data. Source data

We hypothesized that increased ER stress caused by cpl-1* expression or *sel-11* deficiency determines substrate mRNA stability (Fig. 3a,b and Extended Data Fig. 3a), which could also explain the previously observed degradation of cpl-1* but not *cpl-1*^*WT*^ mRNA (Fig. 2c–f). 

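A list of 21 UPRER gene identifiers had a median log2 ratio of 0.16 in cpl-1* against wild-type worms. It lay at percentile 99.98 of the matched random lists, whose middle 95% spanned -0.14 to 0.022. Of these identifiers, 7 were higher and 0 were lower at P of 0.05 or less in the authors' deposited table. Counting identifiers with the same values once, chosen after the data had been seen, leaves 20 with a median of 0.14, of which 6 were higher. Of the higher identifiers, only ckb-2 and pdi-6 (q = 0.00479) also pass a q of 0.05 in the authors' deposited table. The ER chaperone gene hsp-4 (WBGene00002008) lies on chromosome II of WBcel235 from 7350112 to 7352645 on the minus strand. In the authors' deposited table it had 214 FPKM in wild type and 291 FPKM in cpl-1*, a log2 ratio of 0.44. With P = 0.0266 and q = 0.133 in the authors' deposited table, hsp-4 passes the P cut-off but not a q of 0.05. For ckb-2 (WBGene00000512), the authors' deposited table gives 19.1 FPKM in wild type and 41.9 FPKM in cpl-1*, a log2 ratio of 1.13 (q = 0.00211). The log2 ratio of xbp-1 (WBGene00006959) in the authors' deposited table was 0.16 (q = 0.722).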

To understand the relationship between ER stress and post-transcriptional regulation of mRNA turnover by exo-RNAi, we directly compared *cpl-1* mRNA levels in worms expressing either wild-type CPL-1 (CPL-1^WT^) or the misfolding CPL-1* substrate protein. Quantitative real-time polymerase chain reaction qRT–PCR showed that *cpl-1*^*WT*^ mRNA levels were stable for 10 h, whereas cpl-1* mRNA decreased rapidly (Fig. 3c). In *rde-1* mutant worms, the rapid decay of cpl-1* mRNA was suppressed (Fig. 3c), whereas the stability of *cpl-1*^*WT*^ mRNA was unchanged in the absence of functional RDE-1 (Fig. 3d). Strikingly, RDE-1-mediated degradation of *cpl-1*^*WT*^ transcripts can be triggered in the ERAD-defective *sel-11* mutant which shows increased ER stress, as observed by *hsp-4* expression levels (Fig. 3d,e). These data suggest that induction of ER stress makes *cpl-1*^*WT*^ mRNA an optional target of the exo-RNAi pathway. Thus, RDE-1-dependent mRNA turnover is coupled to ER homeostasis.

### RDE-1 regulates the turnover of ER-associated mRNAs

To investigate whether other potential ERAD reporter substrates are also targeted by exo-RNAi components, we tested the *sGFP::ATM* (ATM) transgene, a signal peptide-GFP fused to human serpin that has previously been shown to reside in the ER^29^. Like the cpl-1* reporter, the ATM protein accumulates upon depletion of *rde-1* or *sel-11* (Fig. 4a,b and Extended Data Figs. 2c,d and 4a–c,f), which is enhanced upon double depletion of both factors (Extended Data Fig. 4a,d). In addition, the *ATM* transcript was strongly degraded by RDE-1 (Fig. 4c). Taken together, these data indicate continuous turnover of ATM protein and mRNA by SEL-11 and RDE-1, respectively.

**Fig. 4:**
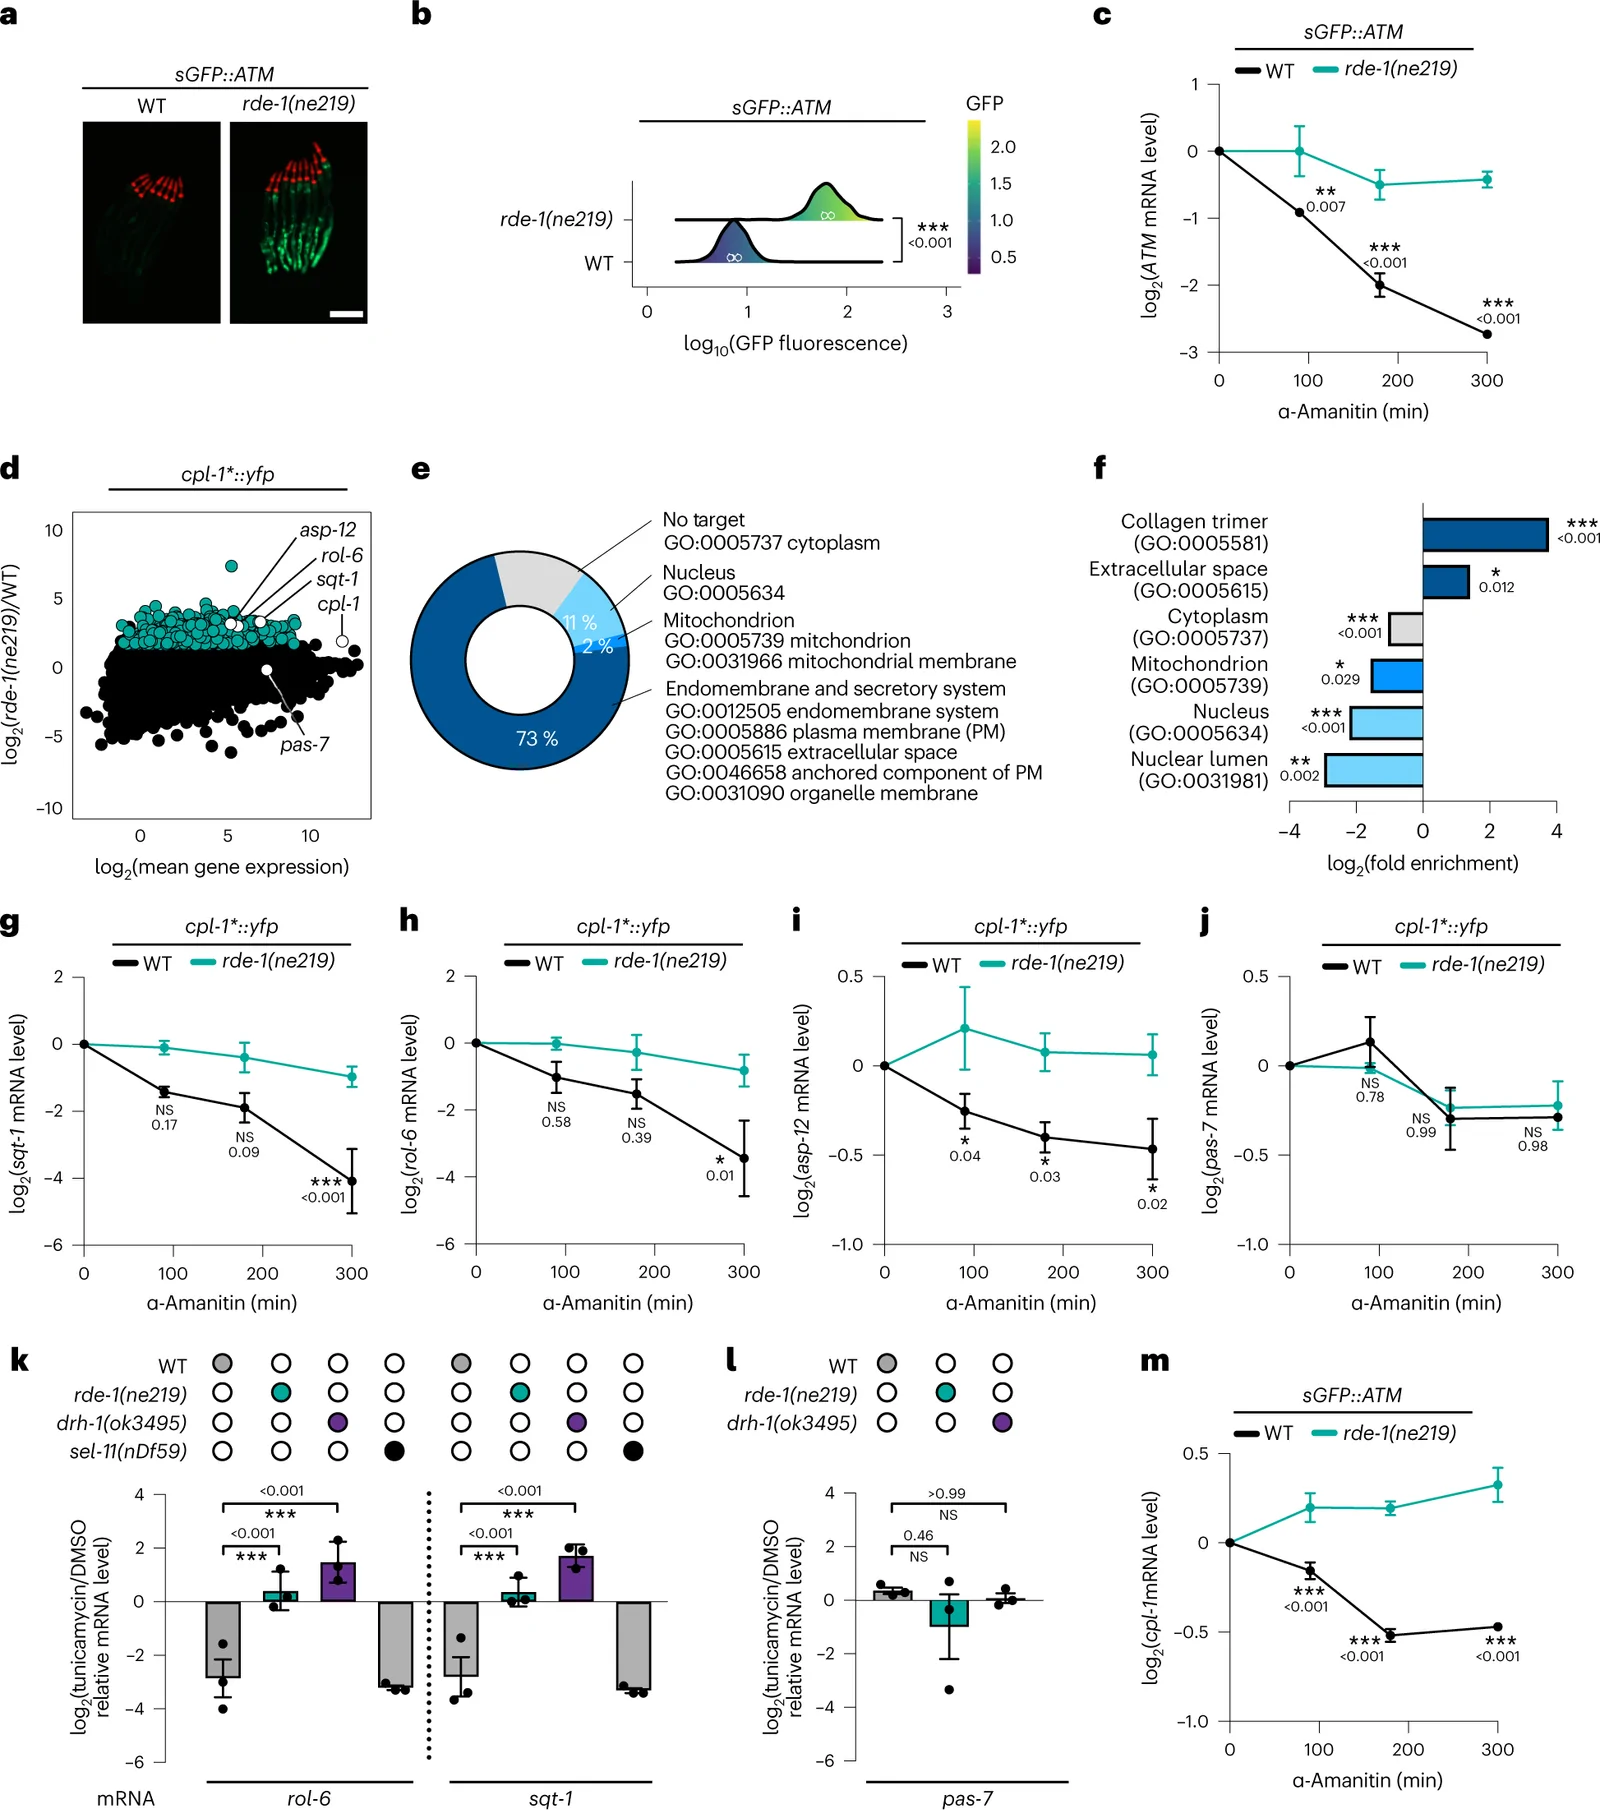
Endogenous mRNAs regulated by RDE-1. **a**, Fluorescence images of mutant worms for the exo-RNAi pathway expressing *ATM*. Pharyngeal expression of *Pmyo-2::mCherry* serves as transgenic marker. Scale bar, 200 µm. **b**, Quantification of GFP fluorescence intensity of *ATM* expressing worms together with *rde-1(ne219)* mutation. Measurements were carried out with the BioSorter using at least 200 animals per replicate, which were merged and displayed in ridgeline density plots. **c**, α-Amanitin chase assays for *ATM* mRNA from *rde-1(ne219)* mutants expressing *ATM*. mRNA measured by qRT–PCR. **d**, RNA sequencing results of cpl-1*-expressing worms bearing the *rde-1(ne219)* mutation or the WT allele. Cut-off for upregulated constructs: *P* ≤ 0.05. **e**, A total of 485 transcripts identified in **d** were subjected to BUSCA subcellular localization analysis. **f**, Subcellular component GO term enrichment for the genes identified in **d** and **e**. **g**–**j**, α-Amanitin chase assays for indicated endogenous mRNAs identified in **d** from *rde-1(ne219)* mutants and WT animals expressing cpl-1*. mRNA measured by qRT–PCR. **k**,**l**, Endogenous *rol-6*, *sqt-1* (**k**) and *pas-7* (**l**) mRNA level measured by qRT–PCR in vehicle (DMSO)- versus tunicamycin-treated WT worms. Data relative to 18S rRNA. **m**, α-Amanitin chase assays for endogenous *cpl-1* mRNA from *ATM* expressing animals with the *rde-1(ne219)* mutation or WT allele. mRNA measured by qRT–PCR. In c, g–j and m, data are relative to *cdc-42* and *pmp-3* mRNA. In **b**, data were analysed by pairwise *t*-test with Holmes multiple comparison test. In **k** and **l**, data were analysed by one-way ANOVA with Sidak’s multiple comparison test. In **c**, **g**–**j** and **m**, data were analysed by two-way ANOVA with Dunnett’s multiple comparison test. Values are depicted as mean ± s.e.m or, in **c** and **g**–**m**, as mean (white circles) ± standard deviation (s.d.) (white error bars). Data in **b** are generated from *n* = 3 independent experiments. *P < 0.05; **P < 0.01; ***P < 0.001; NS, *P* > 0.05. In **f**, raw *P* values were corrected for FDR. *FDR <0.05; **FDR <0.01; *** FDR <0.001; NS, FDR >0.05. Source numerical data are available in source data. Source data

Following the identification of exo-RNAi components as ER stress-dependent ERQC factors, we sought to characterize in vivo targets of the exo-RNAi machinery. To this end, we performed RNA sequencing and searched for upregulated mRNAs in *rde-1(ne219)* mutants in the context of exo-RNAi activation in cpl-1* expressing worms (Fig. 4d). 

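Between rde-1(ne219); cpl-1* and cpl-1* worms, 5453 genes (31.8% of those tested) were higher in the rde-1(ne219) strain at P of 0.05 or less in the authors' deposited table, and 4053 (23.6%) were lower. At a q of 0.05 or less, 3957 genes were higher and 2744 were lower in the authors' deposited table. The setting that moved the number of higher genes most was a log2 ratio of at least 2 with the smallest P value among genes tested in all 3 comparisons, which leaves 873 genes in the authors' deposited table and was chosen after the data had been seen. The median log2 ratio of all genes tested was 0.21. Relative to this median, 3296 called genes lay a log2 ratio of 1 or more above and 2810 lay 1 or more below. The rde-1 gene (WBGene00004323) lies on chromosome V of WBcel235 from 9987916 to 9991642 on the minus strand. It had 28.0 FPKM in cpl-1* and 19.3 FPKM in rde-1(ne219); cpl-1* in the authors' deposited table, a log2 ratio of -0.53. With P = 0.0209 and q = 0.111 in the authors' deposited table, rde-1 is among the lower genes at the P cut-off but not at a q of 0.05. An allele that leaves the transcript in place need not change its level, so this value does not check the genotype.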

We identified 485 mRNAs that were significantly upregulated and therefore represent potential exo-RNAi targets. By applying BUSCA analysis of subcellular localization^30^ we found that 73% of these candidates were associated with GO terms related to the endomembrane and secretory system, 11% to the nucleus and 2% to mitochondria (Fig. 4e and Supplementary Table 4). In addition, GO enrichment analysis for cellular components revealed significant positive enrichment for mRNAs encoding proteins with endomembrane involvement, such as collagen trimers and components of the extracellular space processed by the ER. In contrast, mRNAs encoding cytoplasmic, mitochondrial or nuclear factors showed significant negative enrichment (Fig. 4f and Supplementary Table 4).

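Among the genes higher in rde-1(ne219); cpl-1* than in cpl-1*, 94 of the 143 tested genes annotated with collagen trimer were found, where 45.5 would fall by chance. This is a 2.07-fold enrichment (adjusted p = 3.34e-14 over 6039 terms, two-sided Fisher's exact test with Benjamini–Hochberg adjustment). The term extracellular space had 97 of 213 genes in the set against 67.7 by chance, which is 1.43-fold (adjusted p = 0.00187, same Fisher's exact test). With a log2 ratio of at least 2, chosen after the data had been seen, collagen trimer rose to 6.40-fold (adjusted p = 2.07e-39, same Fisher's exact test). At that setting extracellular space fell to 1.16-fold and no longer passed the threshold (adjusted p = 1, same Fisher's exact test). By gene symbol, 100 of 151 tested collagen identifiers were in the set against 48.0 by chance, a 2.08-fold enrichment (p = 4.07e-18, two-sided Fisher's exact test). A further 29 collagen identifiers were lower at P of 0.05 or less in the authors' deposited table. The collagens had a median log2 ratio of 2.25, above all 10000 matched random lists. In the same comparison all 21 oocyte and eggshell identifiers were lower at P of 0.05 or less in the authors' deposited table, with a median of -2.14. A difference in developmental stage or germ line between the strains is therefore another candidate source of the collagen rise. It was not told apart here from an effect of RDE-1. Collagen genes are similar in sequence, so reads can be split between members. From the enriched terms of its own set, the paper states that mRNAs of proteins with endomembrane involvement are overrepresented.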

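Of the 402 tested genes annotated with mitochondrion, 25 were higher in rde-1(ne219); cpl-1* than in cpl-1*, where 128 would fall by chance. This is 0.196-fold (adjusted p = 3.26e-33, two-sided Fisher's exact test with Benjamini–Hochberg adjustment). For the nucleus, 381 of 1812 genes were in the set against 576 by chance, which is 0.661-fold (adjusted p = 7.37e-24, same Fisher's exact test). The cytoplasm term had 374 of 1629 genes in the set against 518 by chance, or 0.722-fold (adjusted p = 6.10e-14, same Fisher's exact test). With all listed identifiers as the background, in place of the genes tested, cytoplasm and nucleus changed direction to 1.88-fold and 1.62-fold. Mitochondrion stayed below 1 with that background, at 0.522-fold (adjusted p = 0.00492, same Fisher's exact test). The paper states that its own reference list was the total list of transcripts of an experiment. The reference list in the paper's source data is closer in size to the genes tested than to all listed identifiers. Its members were not compared with either. The paper's own folds for cytoplasm (0.49) and nucleus (0.22) lie below 1, as they do here with the genes tested as the background. Whether a difference in developmental stage between the strains contributes to these low folds was not tested.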

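The collagen gene rol-6 (WBGene00004397) lies on chromosome II of WBcel235 from 8733050 to 8734239 on the plus strand. In the authors' deposited table it had 28.7 FPKM in cpl-1* and 252 FPKM in rde-1(ne219); cpl-1* worms, a log2 ratio of 3.13 (q = 0.000816). The wild-type value of rol-6 in the authors' deposited table was 0.432 FPKM. The mRNA was thus also higher in cpl-1* than in wild type, with a log2 ratio of 6.06 in the authors' deposited table (q = 0.000816). A further collagen gene, sqt-1 (WBGene00005016), lies on chromosome II from 11336693 to 11337837 on the minus strand. It had 1.14 FPKM in wild type, 55.0 FPKM in cpl-1* and 460 FPKM in rde-1(ne219); cpl-1* in the authors' deposited table. Its log2 ratio in the authors' deposited table was 3.06 for rde-1(ne219); cpl-1* against cpl-1* and 5.59 for cpl-1* against wild type. With 1 added to both FPKM values, the log2 ratio of cpl-1* against wild type came to 4.38 for rol-6 and 4.71 for sqt-1. Collagen genes can share reads, so the values of both are uncertain to that extent. The candidate difference in developmental stage applies to the levels of both genes as well.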

As collagens are highly abundant throughout the animal kingdom and rely on ER import and proper ER homeostasis, we focused our analysis on the collagen trimer-encoding mRNAs *rol-6* and *sqt-1*. In addition, we tested *asp-12*, which encodes a lysosomal endopeptidase that, like the model substrate *cpl-1*, is highly expressed in the intestine. 

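The gene asp-12 (WBGene00017678) lies on chromosome V of WBcel235 from 8269210 to 8272056 on the plus strand. In the authors' deposited table it had 21.5 FPKM in cpl-1* and 222 FPKM in rde-1(ne219); cpl-1* worms, a log2 ratio of 3.37 (q = 0.000816). Its wild-type value in the authors' deposited table was 10.8 FPKM, and cpl-1* had a log2 ratio of 0.99 over wild type (q = 0.0251). Relative to the median of all genes tested, the log2 ratio of asp-12 between rde-1(ne219); cpl-1* and cpl-1* was 3.16. The gene cpl-1 (WBGene00000776) lies on chromosome V from 16592572 to 16595346 on the minus strand. It had 1377 FPKM in wild type, 2920 FPKM in cpl-1* and 9749 FPKM in rde-1(ne219); cpl-1* in the authors' deposited table. The log2 ratio of cpl-1 between the cpl-1* strains was 1.74 in the authors' deposited table (q = 0.000816). The transgene carries cpl-1 sequence, so this value holds endogenous and transgenic mRNA together. The genotype labels of these samples differ in a substitution and the fluorescent tag of the transgene, under the same allele name, while their source labels name the same tag. The paper describes cpl-1* as a YFP fusion, as the source labels of both strains do. The sequence of the transgene was not examined here.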

We found that all three exo-RNAi target candidates undergo RDE-1-dependent turnover in worms expressing the cpl-1* transgene (Fig. 4g–i). In contrast, mRNA of the proteasomal subunit *pas-7*, which was not upregulated in *rde-1(ne219)*, was not degraded by RDE-1 (Fig. 4d,j). Furthermore, we tested ER stress-dependent regulation of *rol-6* and *sqt-1* mRNAs by treatment with tunicamycin, which resulted in a strong decrease in *rol-6* and *sqt-1* transcript levels in WT and *sel-11* mutants but not in *rde-1* and *drh-1* mutants (Fig. 4k). In contrast, *pas-7* mRNA was also not regulated by RDE-1 in tunicamycin-treated worms (Fig. 4l). 

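The gene pas-7 (WBGene00003928) lies on chromosome II of WBcel235 from 10098782 to 10099854 on the minus strand. It had 282 FPKM in wild type, 264 FPKM in cpl-1* and 222 FPKM in rde-1(ne219); cpl-1* worms in the authors' deposited table. For rde-1(ne219); cpl-1* against cpl-1*, the authors' deposited table gives a log2 ratio of -0.25 (P = 0.253, q = 0.617), so no change of pas-7 was called. The list of 20 proteasome genes had a median log2 ratio of -0.43 in this comparison, at percentile 1.28 of the matched random lists. Of its members, 8 were lower and 0 were higher at P of 0.05 or less in the authors' deposited table. Among these 8, only rpt-1 (q = 0.0464 in the authors' deposited table) also passes a q of 0.05.

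**Figure D1:**
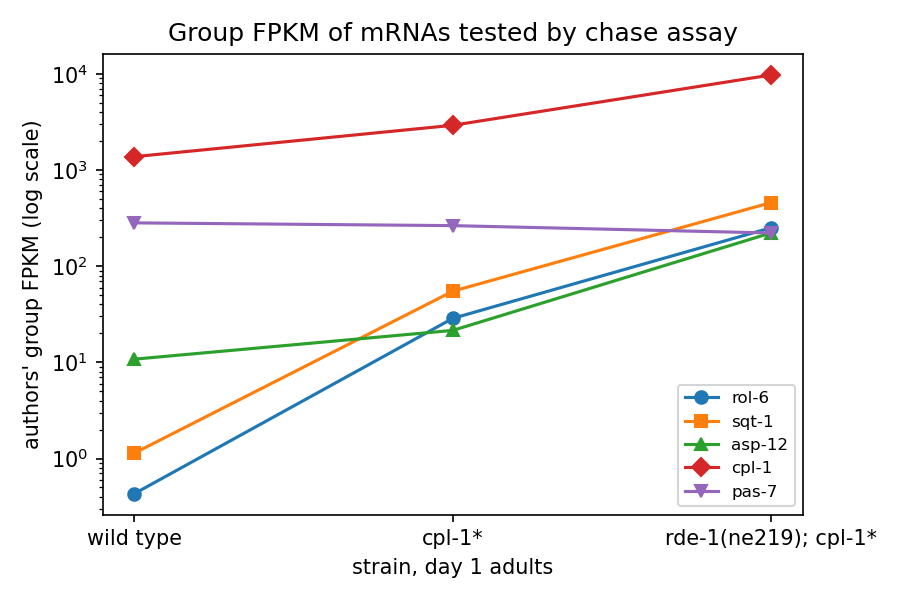
Group FPKM of rol-6, sqt-1, asp-12, cpl-1 and pas-7 on a log axis in wild type, cpl-1* and rde-1(ne219); cpl-1* day 1 adults, where each point is the authors' pooled value for a strain and has no error. The values of rol-6, sqt-1, asp-12 and cpl-1 are lowest in wild type and highest in rde-1(ne219); cpl-1*, while pas-7 lies between 222 and 282 FPKM.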

Taken together, our data suggest a previously unknown ER-associated RNA silencing mechanism regulated by ER folding capacity that contributes to ERQC. We termed this mechanism ERAS.

### DCR-1 is essential and RRF-1 conducive to ERAS

Argonaute proteins such as RDE-1 are controlled by DCR-1-processed double-stranded RNA (dsRNA) to regulate target RNAs (for example, mRNAs or viral RNAs). DCR-1, in turn, has a variety of substrates associated with endogenous mRNAs, including many collagens and, intriguingly, *cpl-1* (ref. ^31^). RDE-1 is heavily loaded with microRNAs (miRNA) and siRNA species, so the transcriptome may be examined for homology with DCR-1-processed dsRNA species^32^. Indeed, DCR-1 proved to be indispensable for ERAS, as depletion of DCR-1 phenotypically copies the loss of RDE-1 in terms of CPL-1* substrate stabilization (Extended Data Fig. 4d). Moreover, double depletion of *rde-1* and *dcr-1* did not further increase substrate levels (Extended Data Fig. 4e). Remarkably, we identified endogenous *cpl-1* mRNA as an RDE-1 target in animals expressing the ER-directed *ATM* substrate (Fig. 4m), demonstrating the natural potential of *C. elegans* to undergo an RNA silencing reaction against *cpl-1*. In contrast to DCR-1, the canonical miRNA biogenesis pathway mediated by DRSH-1 and PASH-1 was not required for the degradation of CPL-1* (Extended Data Fig. 4d,e). Furthermore, we tested whether RNA-dependent RNA polymerases *(rrf-1*, *rrf-3* and *ego-1*) contribute to substrate stabilization and confirmed the involvement of RRF-1, as knockdown of *rrf-1* leads to protein stabilization of the ATM substrate, albeit to a lesser extent than knockdown of *rde-1* (Extended Data Fig. 4g). These results recapitulate the effect of the *rrf-1(hh22)* mutant on CPL-1* (Fig. 1d,e). However, double depletion of *rrf-1* and *rde-1* showed an additive effect on protein substrate stabilization (Extended Data Fig. 4g,h), suggesting that RRF-1 and secondary siRNAs support RDE-1 even if they are not essential for its function in ERQC. We further investigated a possible role of *mir-243* in ER homeostasis, as *mir-243* was previously shown to physically interact with RDE-1, induce biogenesis of cognate siRNAs, and ultimately regulate its target transcript Y47H10A.5 (ref. ^32^). Accordingly, *mir-243(n4759)* LOF mutants were not shown to directly alter cpl-1* substrate stabilization at the protein or mRNA level (Extended Data Fig. 4i,j) because the cpl-1* transcript is not directly targeted by *mir-243*. However, *rde-1; mir-243* double mutants showed dramatically increased CPL-1* protein levels and strongly induced *hsp-4* mRNA expression (Extended Data Fig. 4i,k). GO enrichment analysis of published microarray data in *mir-243(n4759)* LOF mutants^32^ reveals an overrepresentation of the ‘unfolded protein response at the ER’ (false discovery rate (FDR) <0.01; Supplementary Table 4) in the upregulated gene group. Taken together, these data suggest that RDE-1-associated miRNAs such as *mir-243* are involved in the maintenance of ER homeostasis and confirm the role of ERAS in ERQC.

### AGO2 controls turnover of ER-associated mRNAs

To investigate a possible role of ERAS in mammalian cells, we examined AGO2, which has high sequence similarity to RDE-1 in *C. elegans* and is functionally orthologous for siRNA-mediated RNA silencing in mammals^33^. AGO2 shares the same PAZ–PIWI domains and is conserved for the glutamate residue mutated in the *rde-1(ne219)* E414K allele (Extended Data Fig. 5a)^22,34^. We treated AGO2-deficient (*Ago2*^*−/−*^) mouse embryonic fibroblasts (MEFs)^20^ with the ER stressors tunicamycin or thapsigargin. To identify ERAS targets, we filtered for mRNAs that were upregulated in *Ago2*^*−/−*^ cells and downregulated in wild-type (*Ago2*^*+/+*^) control cells for both ER stressors (Fig. 5a,b). BUSCA analysis of subcellular localization revealed that of the 187 candidates (Fig. 5c) 42% had GO terms associated with the endomembrane and secretory system, 18% with mitochondria and 5% with the nucleus (Extended Data Fig. 5b)^30^. GO term analysis showed significant enrichment of mRNAs associated with cell projection, plasma membrane (PM), PM bounded cell projection and lysosomes (Fig. 5d).

**Fig. 5:**
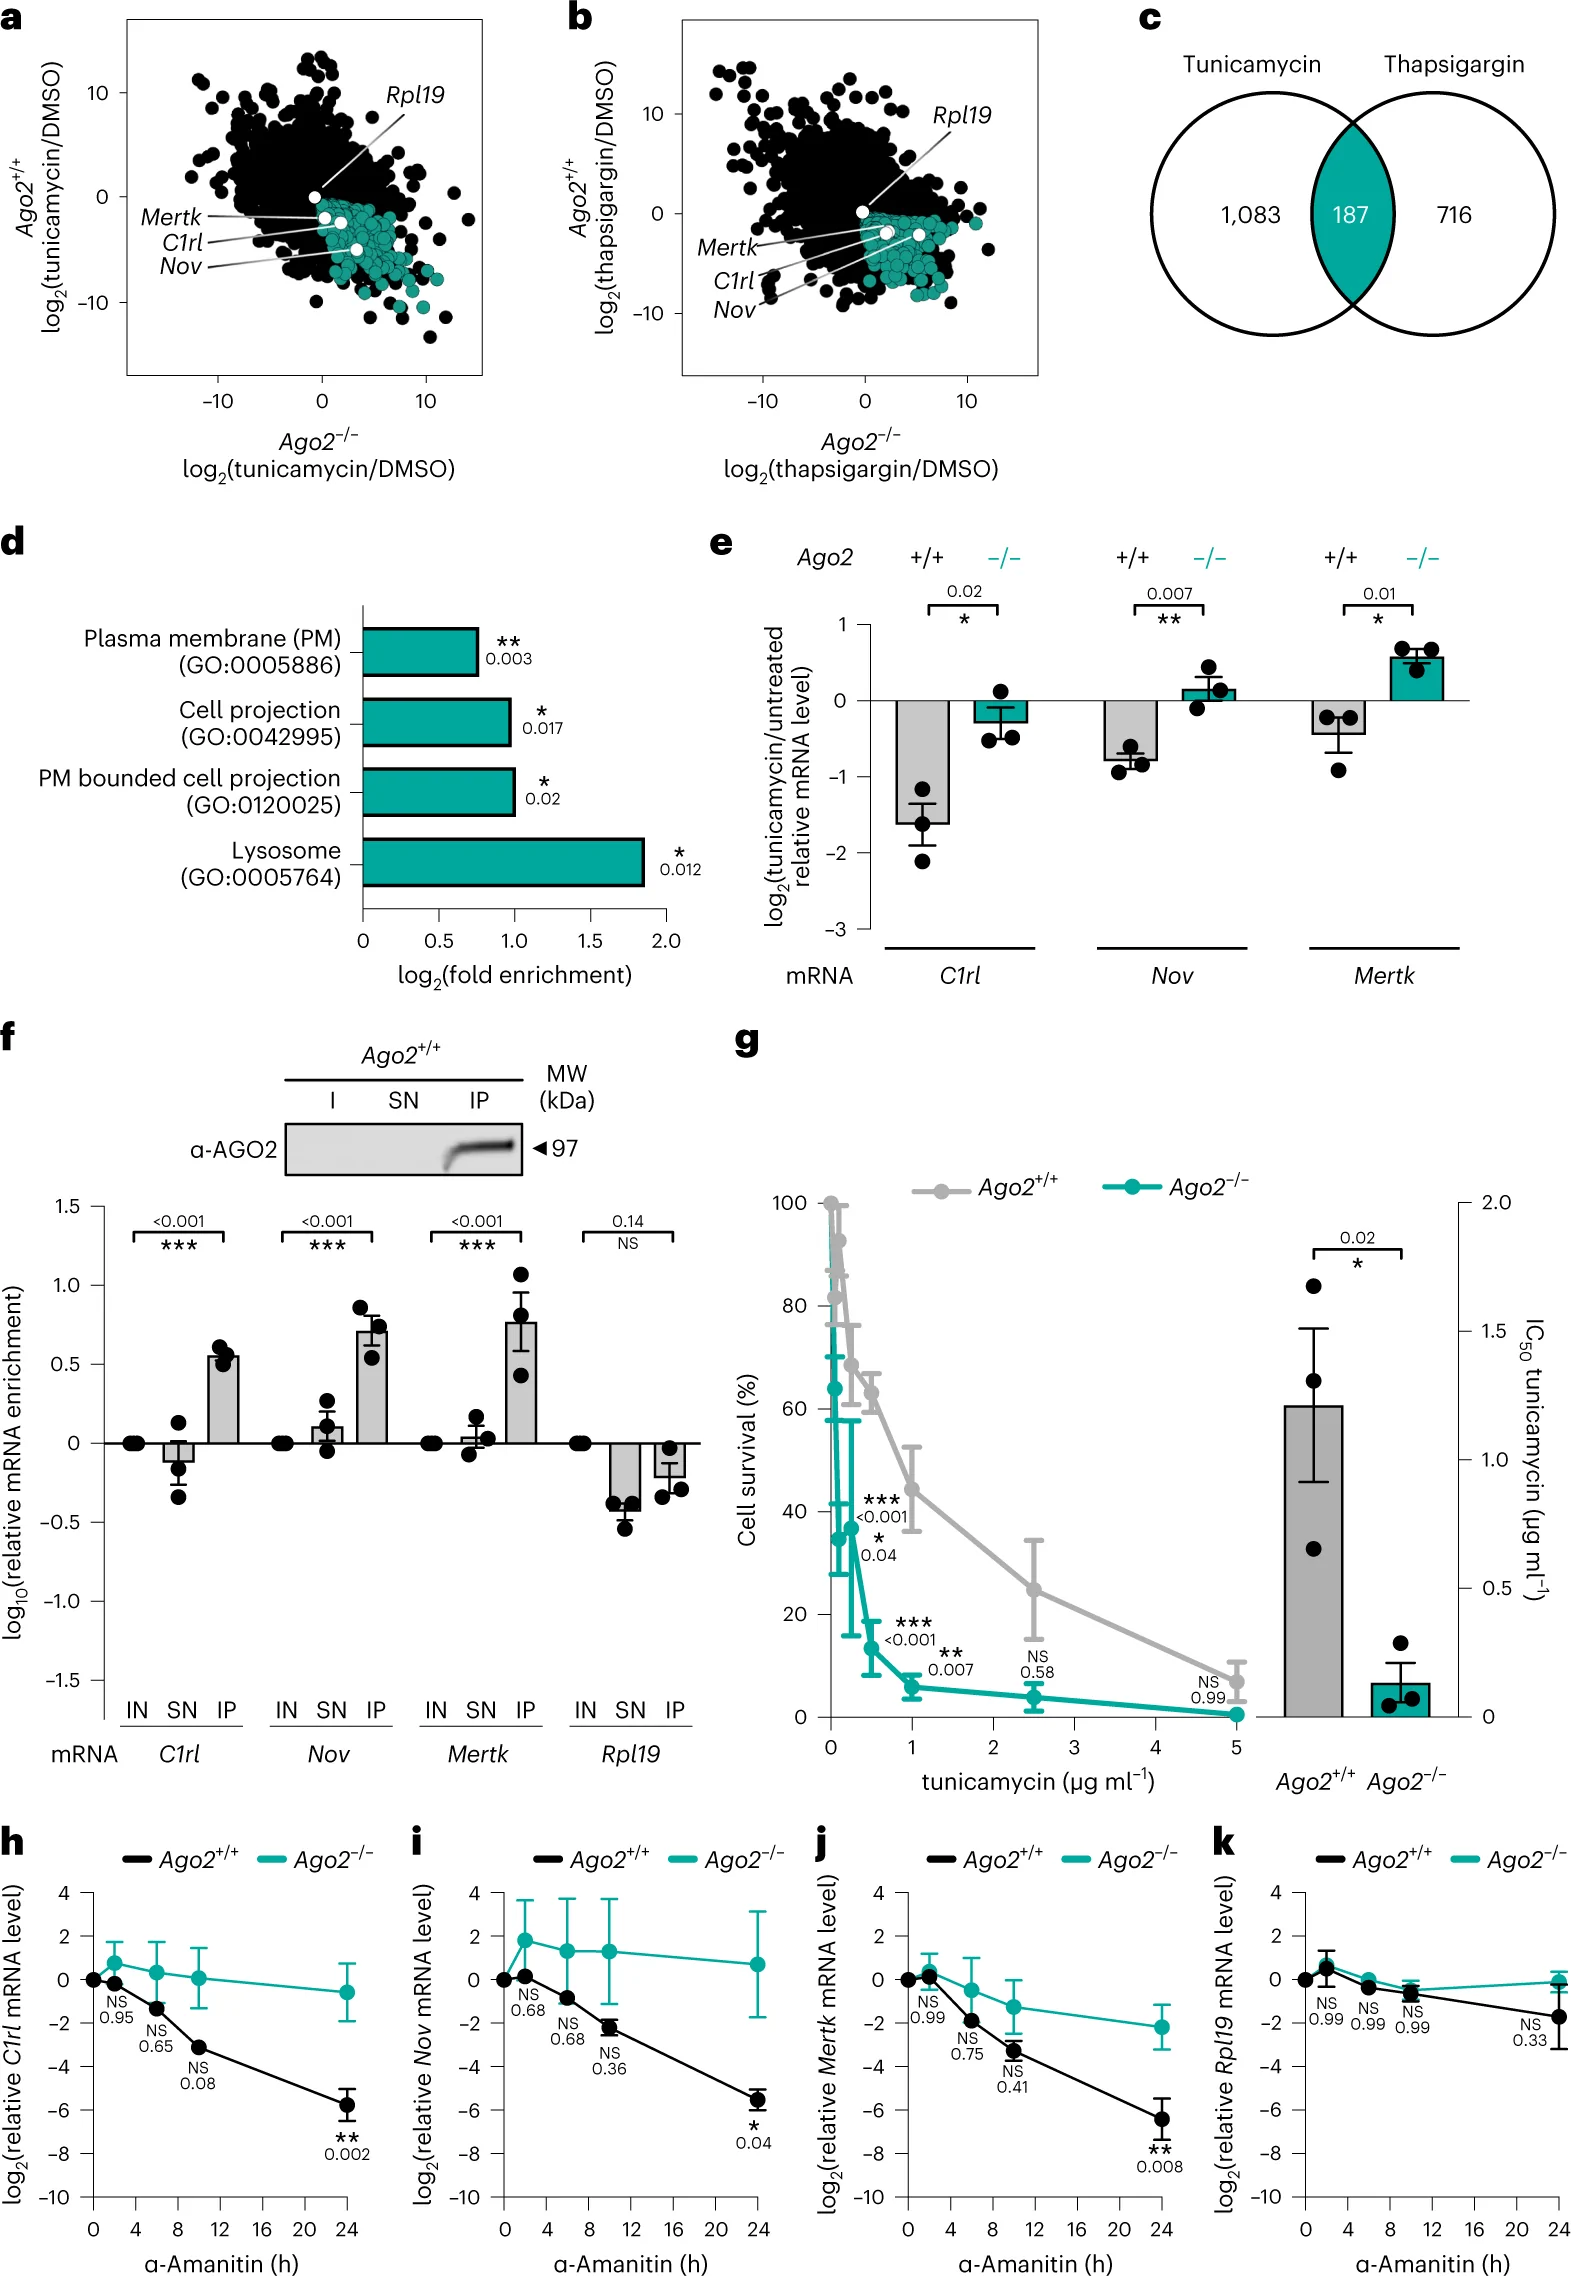
ERAS is conserved in mammalian cells. **a**,**b**, RNA sequencing results of tunicamycin/DMSO-treated (**a**) and thapsigargin/DMSO-treated (**b**) *Ago2*^*+/+*^ and *Ago2*^*−/−*^ MEF cells. Ago2-specific targets were selected by filtering (*P* ≤ 0.05) transcripts that were downregulated in *Ago2*^*+/+*^ and upregulated in *Ago2*^*−/−*^ cells (cyan). **c**, Venn diagram showing the number of transcripts regulated by AGO2 upon ER stress induction. Only transcripts that were identified in both ER stress conditions (**a** and **b**) were further investigated (cyan). **d**, Cellular component GO term enrichment of the genes identified in **a** and **b**. **e**, Expression levels of endogenous *Nov*, *Mertk* and *C1rl* mRNA in tunicamycin-treated MEFs measured by qRT–PCR. Data relative to 18S rRNA. **f**, UV CLIP of tunicamycin-treated MEF cells using AGO2 as bait and subsequent qRT–PCR of target mRNAs in the input (IN), supernatant (SN) and immunoprecipitation (IP) fractions. Data normalized to input fraction. Top shows western blot against AGO2 for the performed CLIP experiment. **g**, Dose-dependent cell survival after tunicamycin treatment calculated from the colony formation assay shown in Extended Data Fig. 5f. Bar graph showing the IC_50_ values for tunicamycin between *Ago2*^*+/+*^ and *Ago2*^*−/−*^ MEF cells. **h**–**k**, α-Amanitin chase assays for indicated endogenous mRNAs identified in **a** and **b** from *Ago2*^*+/+*^ and *Ago2*^*−/−*^ MEF cells pre-treated with tunicamycin. mRNA measured by qRT–PCR. Data relative to 18S and 28S rRNA. Data in **e** were analysed by unpaired two-tailed t-tests. Data in **f** were analysed by a two-way ANOVA with Dunnett’s multiple comparison test. The bar graph in **g** was analysed by paired two-tailed *t*-test. In **g**–**k**, data were analysed by two-way ANOVA with Sidak´s multiple comparison test. In **e**-**k** values are depicted as mean ± s.e.m. generated from *n* = 3 independent experiments, *P < 0.05; **P < 0.01; ***P < 0.001; NS, *P* > 0.05. In **d**, raw *P* values were corrected for FDR. *FDR <0.05; ** FDR <0.01; *** FDR <0.001; NS, FDR >0.05. Source numerical data and unprocessed blots are available in source data. Source data

We selected three mRNAs from candidate genes representing ER luminal (*C1rl*), PM (*Mertk*) and secreted (*Nov*) proteins and confirmed AGO2-dependent regulation for all three mRNAs upon tunicamycin-induced ER stress (Fig. 5e and Extended Data Fig. 5c). UV-crosslinking immunoprecipitation (CLIP) for AGO2 combined with qRT–PCR revealed direct protein–RNA binding between AGO2 and the mRNAs *C1rl*, *Nov* and *Mertk* (Fig. 5f). We were able to enrich the *C1rl*, *Nov* and *Mertk* transcripts in *Ago2*^*+/+*^ cells but not in *Ago2*^*−/−*^ cells or negative UV-crosslinking controls, demonstrating the specificity of the assay (Fig. 5f and Extended Data Fig. 5d,e). In contrast, the housekeeping mRNA *Rpl19*, which encodes the 60S ribosomal protein L19 and whose expression did not change significantly in the RNA-sequencing assay (Fig. 5a,b), was not enriched in AGO2 CLIP-qRT-PCR (Fig. 5f). We also tested the ability of single *Ago2*^*−/−*^ cells to form a colony after tunicamycin treatment. Compared with *Ago2*^*+/+*^ controls, *Ago2*^*−/−*^ cells showed reduced survival with increasing tunicamycin dose, suggesting a cytoprotective ERQC function of ERAS in mammals (Fig. 5g, and Extended Data Fig. 5f). Strikingly, the endogenous mRNAs bound by AGO2 in the CLIP qRT–PCR assay (Fig. 5f) were indeed degraded in an AGO2-dependent manner upon ER stress exerted by tunicamycin pre-treatment (Fig. 5h–j), whereas *Rpl19* mRNA showed no AGO2-mediated turnover (Fig. 5k). Thus, downregulation of ER-associated RNAs by the Argonaute proteins RDE-1/AGO2 upon ER stress is conserved from worms to mammals.

### ERAS and ERAD work together to maintain ER homeostasis

To understand the regulatory relationship between post-transcriptional and post-translational ERQC, we combined ERAS and ERAD mutants and tracked changes in CPL-1* protein levels. ERAS-defective *drh-1* mutants combined with *sel-1* or *sel-11* depletion showed enhanced CPL-1* accumulation compared with *sel-1* and *sel-11* single mutants (Fig. 6a,b), recapitulating the effects of double depletion of *rde-1* and *sel-11* on CPL-1* and ATM protein (Extended Data Fig. 4a,d). Whereas knockdown of *sel-11* slightly induced expression of the ER stress reporter *Phsp-4::gfp*, this was significantly increased by the additional depletion of *rde-1*, highlighting the role of ERAS in ERQC, especially when ERAD is impaired (Fig. 6c). To distinguish the mechanism of RNA silencing from that of protein degradation in ERAS and ERAD, respectively, we used glutamine fructose 6-phosphate aminotransferase (*gfat-1*) gain-of-function (GOF) mutants, which exhibit enhanced glycosylation and ER protein folding and thus enhanced glycan-dependent ERAD^27^. We found that *gfat-1* (GOF) mutants were able to fully suppress ERAS-mediated but not ERAD-mediated CPL-1* substrate accumulation, confirming a role for GFAT-1 in enhancing ERAD (Fig. 6d). In contrast, simultaneous inhibition of ERAS and ERAD in *gfat-1* (GOF) mutants showed an additive effect, indicating that *gfat-1* (GOF) was no longer able to suppress ERAS-mediated CPL-1* substrate accumulation in the presence of dysfunctional ERAD (Fig. 6d). Moreover, *gfat-1* (GOF) had no effect on the correctly folded and ERAD-independent CPL-1^WT^ protein (Extended Data Fig. 6a). Finally, we found that *gfat-1* (GOF) had no effect on ERAS activity at the mRNA level of the cpl-1* substrate (Extended Data Fig. 6b), which is in line with the observation that baseline *hsp-4* expression remains constant in *gfat-1* (GOF) mutants^27^ (Extended Data Fig. 6c). Overall, our data show that ERAS and ERAD work together to maintain ER homeostasis by reducing the protein folding load of the ER.

**Fig. 6:**
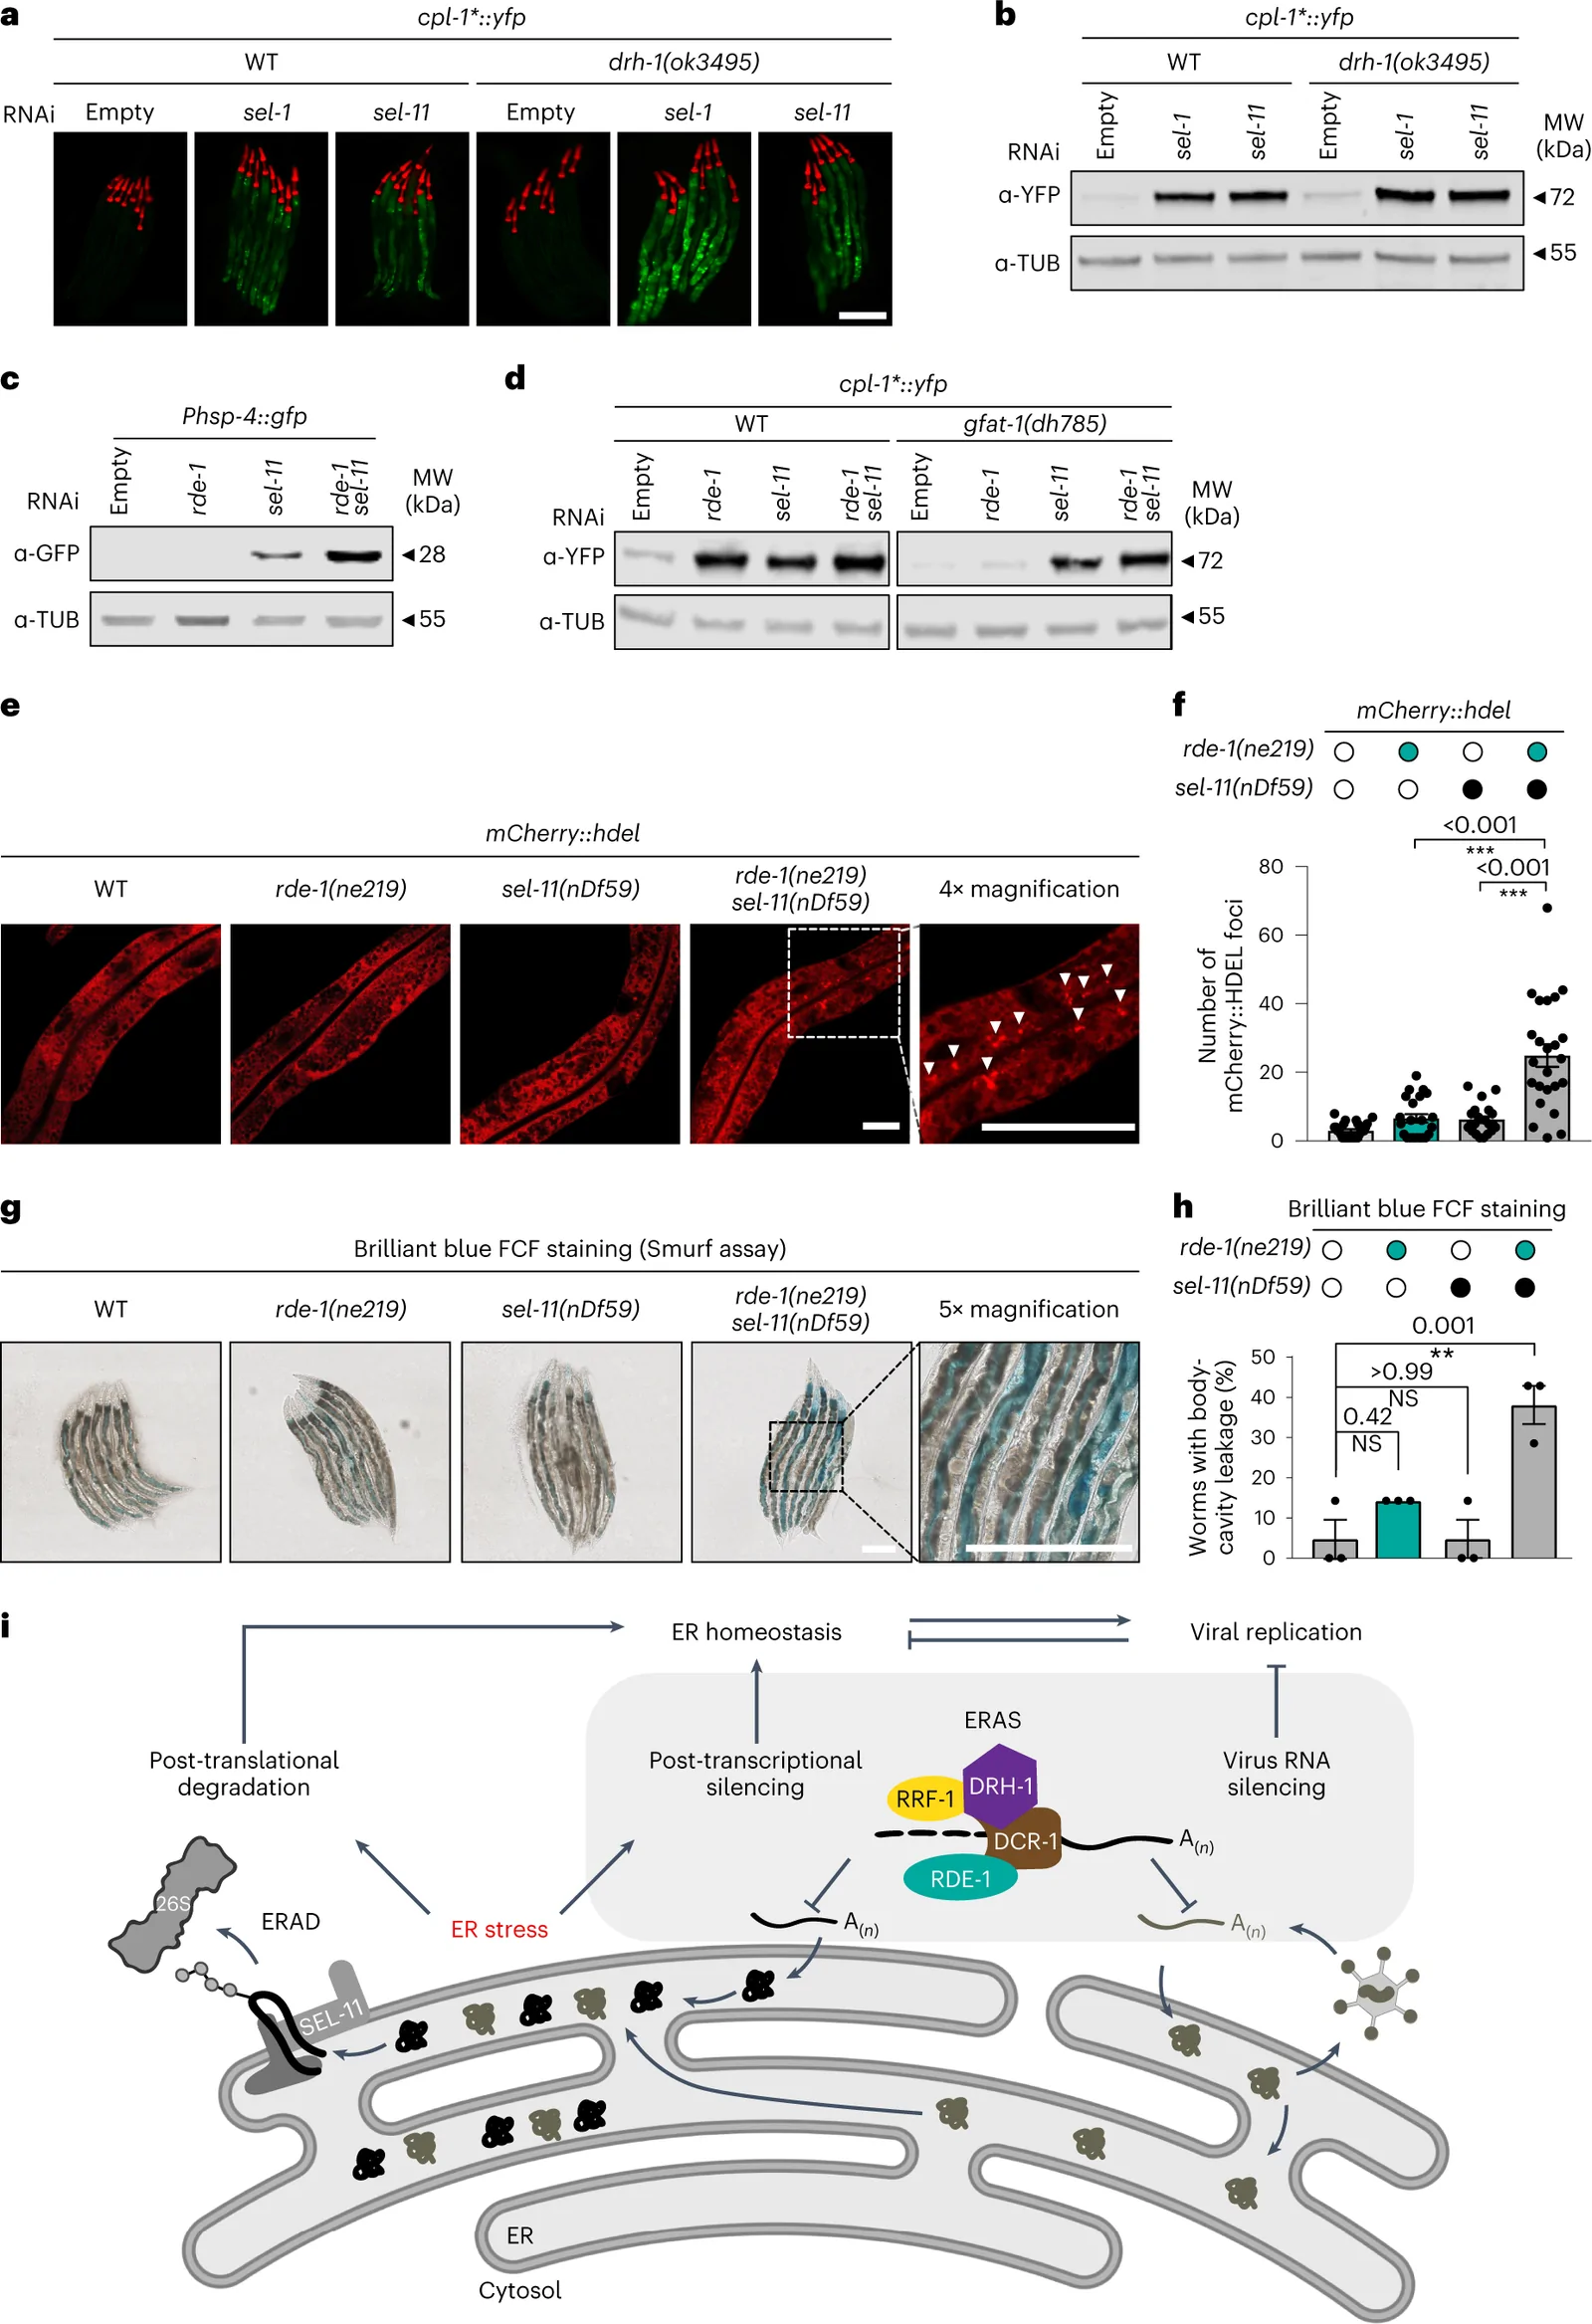
ERAS and ERAD execute complementary functions in ERQC. Fluorescence images of worms expressing cpl-1*. Pharyngeal expression of *Pmyo-2::mCherry* serves as transgenic marker. Scale bar, 200 µm. Images were taken with lower exposure time to prevent YFP overexposure for animals with defects in both, the ERAS and ERAD pathway. **b**, Western blot of worm lysates corresponding to the samples in **a**, detecting CPL-1* (YFP) and tubulin (TUB). **c**, Western blot of worm lysates with the indicated RNAi treatment, detecting GFP (GFP) and tubulin (TUB). **d**, Western blot of worm lysates from worms depleted for ERAS and/or ERAD components expressing cpl-1* in the WT or *gfat-1* GOF background detecting CPL-1* (YFP) and tubulin (TUB). **e**, Confocal microscopy images showing worms expressing the ER marker *mCherry::hdel* (red). Focal accumulation of mCherry highlighted by arrow heads. Scale bars, 20 µm. **f**, Quantification of mCherry-HDEL foci shown in **e**, *n* = 28, 22, 21 and 24 animals (left to right). **g**, Intestinal barrier (Smurf) assay. Representative images of day 5 adult worms soaked in blue food dye (Brilliant Blue FCF). Blue dye leaking from the intestinal lumen into the body cavity gives rise to the Smurf phenotype. Scale bars, 200 µm. **h**, Quantification of body-cavity leakage in animals shown in **g**, *n* = 7 individual animals/*n* = 3 replicates. In **f** and **h**, data were analysed by one-way ANOVA with Bonferroni’s multiple comparison test and values are depicted as mean ± s.e.m. generated from *n* = 3 independent experiments, **P < 0.01; ***P < 0.001; NS, *P* > 0.05. **i**, The ERAD machinery detects misfolded proteins and retro-translocates them into the cytosol for polyubiquitylation by SEL-11 and proteasomal turnover. The ERAS machinery mediates silencing of ER-associated mRNAs and viral RNA. ERAD and ERAS are required upon ER stress caused by misfolded proteins and virus replication and their complementary functions contribute to maintain ER homeostasis and organismal functionality. Source numerical data and unprocessed blots are available in source data. Source data

To investigate the physiological consequences of simultaneous impairment of ERAS and ERAD, we monitored ER protein folding capacity and intestinal integrity, representing changes at the cellular and organismal level. The mCherry-HDEL fusion protein, which is targeted to the ER lumen by a SEL-1 signal sequence^35,36^, requires functional protein quality control in the ER for correct folding. Confocal imaging revealed focal accumulations of mCherry-HDEL protein with concomitant impairment of ERAS and ERAD (Fig. 6e,f). To exclude the possibility that the observed effects were due to altered transgene expression in the different mutant backgrounds, we monitored mCherry-HDEL protein level, which remained unchanged in ERAS and ERAD mutants (Extended Data Fig. 6d). These findings further underline a cooperation between ERAS and ERAD in maintaining ER homeostasis.

ER stress has been associated with loss of intestinal homeostasis, including the development of inflammatory bowel disease and loss of epithelial barrier integrity^37,38^. To assess intestinal integrity of *rde-1 sel-11* double mutants, we tested intestinal barrier function in *C. elegans*^39^. Animals were fed a blue food dye, and leakage of the dye from the intestine into the body cavity (Smurf phenotype) was observed microscopically. While single mutants were able to retain the dye in the intestine, *rde-1 sel-11* double mutants showed severely compromised intestinal barrier integrity (Fig. 6g,h and Extended Data Fig. 6e). Taken together, our results identify ERAS as an RNA surveillance mechanism that regulates the turnover of ER-associated RNAs and viral RNAs to maintain ER homeostasis and organism functionality (Fig. 6i).

## Discussion

ER homeostasis is disrupted by the accumulation of misfolded luminal proteins, which are generally degraded via ERAD^8^. Here we identified a conserved post-transcriptional pathway with a complementary function to ERAD in ERQC, which we termed ERAS. ERAS consists of the exo-RNAi machinery in worms and focuses on RDE-1/AGO2, a member of the Argonaute protein family that exists in plants, *Drosophila* and vertebrates^22^. DCR-1, DRH-1 and RRF-1 are also involved in the turnover of ER-targeted mRNAs during ER stress (Figs. 1d,e and 2c,d and Extended Data Figs. 2a and 4e–h). Here we show that the ERAS machinery targets a variety of endogenous mRNAs encoding proteins of the endomembrane and secretion system (Fig. 4e and Extended Data Fig. 5b). Although ERAS and ERAD work together to maintain ER protein homeostasis, their mechanisms of action are distinct. ERAS works through the cellular RNA silencing machinery for mRNA degradation, whereas ERAD uses the ubiquitin/proteasome system for protein degradation (Figs. 2a–d and 6d and Extended Data Figs. 4c,f,g–i and 6a,b). We show that ERAS is triggered by ER stress induced by expression of the ERAD substrates CPL-1* and ATM, treatment with tunicamycin/thapsigargin, or viral infection (Figs. 2c,d,g,i, 3a–c, 4c,k and 5 and Extended Data Figs. 2g and 3c). Similarly, defects in the ERAD or UPR^ER^ pathways triggered stress that significantly reduced the levels of ERAS-targeted RNAs, as shown in *sel-1*, *sel-11*, *atf-6*, *pek-1* and *ire-1* LOF mutants (Figs. 2i and 3d,e and Extended Data Fig. 3a), indicating the interdependence of ERAD, UPR^ER^ and ERAS in mediating ERQC and viral defence. The cooperation of ERAS and ERAD is crucial, as shown by the enhanced upregulation of UPR^ER^, reduced protein quality control and impaired intestinal integrity when both ERAD and ERAS are defective (Fig. 6c,e–h). In addition to anti-viral defence, the exo-RNAi pathway may also play a role in silencing extrachromosomal transgenes, which has not yet been fully elucidated^40,41^. Our data rule out ERAS being affected by indirect transgene silencing effects, on the basis of its causal relationship with ER homeostasis (Figs. 2g, 3a–d, 4a–c, 5a–g and 6d and Extended Data Figs. 3a, 4c,f and 6a,b), constitutive degradation of cpl-1* but only facultative turnover of *cpl-1*^*WT*^ (Fig. 3a,b and Extended Data Fig. 3a,b), the identification of endogenous ERAS-targets in worms and MEFs (Figs. 4g–m and 5a–f,h–k), and finally the specific regulation of cpl-1*, cpl-1^*WT*^ and *ATM* compared with other transgenes used in this study (Figs. 3c,d, and 6c,d and Extended Data Fig. 6a,c). RDE-1 mediates RNA silencing by binding to the 3′ end of Dicer-processed dsRNAs via its conserved PAZ domain^22^. As regulation of ER-targeted RNAs is abolished in *rde-1(ne219)* worms with a single point mutation in the PAZ domain (Figs. 2c,d,g, 3c and 4c,d,g–m and Extended Data Figs. 2b, 3b and 4c,f), we propose a comparable mechanistic function of RDE-1 in ERAS. This conclusion is supported by the fact that AGO2 specifically binds and degrades mRNA targets that accumulate in *Ago2*^*−/−*^ cells under ER stress conditions (Fig. 5f,h–k and Extended Data Fig. 5d,e). However, the precise mechanisms by which ER stress triggers RDE-1/AGO2-mediated mRNA silencing remain unclear. Recent evidence suggests that the ER membrane is a central hub for RNA silencing. Membrane fractionation and immunostaining experiments have shown that siRNA-loaded AGO2 binds to the cytosolic side of the rough ER membrane along with Dicer and that induction of ER stress by thapsigargin treatment repels AGO2-bound mRNAs from the ER^42,43^. Given that *Ago2*^*−/−*^ cells are sensitive to tunicamycin treatment (Fig. 5g and Extended Data Fig. 5f), these data suggest a conserved role for *Ago2*-mediated RNA silencing in ER homeostasis. Interestingly, several UPR^ER^-inducible miRNAs were found to regulate the cellular survival response by directly targeting components of the UPR^ER^ such as CHOP, Xbp-1 or Caspase-2 (ref. ^44^). The UPR^ER^-inducible miRNA *miR-708* regulates rhodopsin, which is produced in large amounts in the ER and is an important component of the developing retina. Through *Ago2*-dependent downregulation of rhodopsin upon ER stress, *miR-708* prevents the accumulation of misfolded rhodopsin in the ER, highlighting the physiological importance of ERAS^44,45^. The description of an miRNA-directed siRNA biogenesis pathway, as demonstrated for *mir-243* (ref. ^32^), together with our results, suggests a highly adaptive RNA regulatory capacity of ERAS and may provide an exciting avenue for further studies to elucidate tissue-specific small RNA regulatory circuits that regulate ERQC. Conceptually, any DCR-1 processed small RNA species could be involved in ERAS. A recent publication also found that AGOs localized at the ER promote ubiquitylation of nascent polypeptide chains by the E3 ligase Ltn1 (ref. ^46^). This raises the intriguing idea that AGO proteins represent interaction nodes for coupling post-transcriptional gene silencing and protein quality control at the ER. However, our results suggest that ERAS does not specifically degrade the mRNA of an unstable protein species, but that multiple ER stress-inducing factors such as cpl-1*, *ATM*, tunicamycin, thapsigargin, *sel-11* LOF and viral infection act on ERAS to mediate ERQC, independent of the protein fold status of the gene product (Figs. 2g–i, 3c,d, 4g–m and 5 and Extended Data Fig. 3).

Many viruses use the endomembrane system for cell entry, replication and assembly. However, the causal relationship between anti-viral defence by RNA silencing and ER homeostasis has been underestimated. We cannot completely exclude the possibility that the decreased viral RNA level in response to ER stress is due to decreased viral replication rather than ERAS-mediated RNA degradation (Fig. 2g–i). However, the reduction of viral RNAs upon pre-treatment with ER stress is conserved in mammals^47,48^; for example, non-cytotoxic pre-treatment with thapsigargin effectively protected mice from otherwise lethal doses of influenza A^48^, and cells pre-treated with thapsigargin showed a dramatic reduction in viral RNA levels in cells infected with severe acute respiratory syndrome coronavirus 2 (ref. ^47^). These two RNA viruses use the ER and endomembrane system for their replication^49–51^. From an evolutionary perspective, we speculate that ERAS has co-opted an ancient anti-viral pathway into a general RNA surveillance mechanism that regulates ERQC. Our results may therefore integrate these phenomena into a coherent model of how ERAS mediates ERQC and viral defence (Fig. 6i).

## Methods

### *C. elegans* maintenance and transgenic lines

Nematodes were grown at 20 °C (unless stated otherwise) on nematode growth medium (NGM) plates seeded with the bacterial *Escherichia coli* strain OP50 as a food source according to standard protocols and methods^52,53^. The N2 Bristol strain served as wild-type. If not stated otherwise, all experiments were performed at day 1 of adulthood, and the examined worms were all hermaphrodites. Integration of the extrachromosomal arrays of the *cpl-1*^*WT*^*::yfp* and cpl-1*::yfp strains obtained from Gary Silverman^13^ was conducted by UV-induced DNA double-strand breaks. Synchronized L4 larvae were irradiated with 30 Gy UV light and cultured for 2 h at room temperature (RT). Eight worms per plate were picked onto 20 NGM plates (100 mm) and were grown until the F2 generation (approximately 5 days at 20 °C). Five-hundred worms of the obtained progeny were isolated on NGM plates (35 mm). The F3 generation was screened for 100% penetrance for the transgenic markers. If not stated otherwise, ER stress in worms was induced by treatment with 5 µg ml^−1^ tunicamycin (Sigma-Aldrich) for 8 h. Dimethyl sulfoxide (DMSO) (v/v) served as solvent control. All worm and bacterial strains that were used in this study are listed in Supplementary Table 1.

### Mammalian cell lines

*Ago2*^*−/−*^ MEF and *Ago2*^*+/+*^ MEF cells were a kind gift from Gunter Meister (University of Regensburg). Cells were grown at 37 °C and 5% CO_2_ in Dulbecco’s modified Eagle medium GlutaMAX (Gibco) supplemented with 10% foetal calf serum and 1% penicillin–streptomycin. Cells were passaged every 3–4 days (at ~80% confluency) by trypsinization with 0.5% trypsin–EDTA. If not stated otherwise, ER stress in cells was induced by treatment with 3 µg ml^−1^ tunicamycin (Sigma-Aldrich) for 4 h. DMSO (v/v) served as solvent control.

### Western blotting

For the preparation of whole worm lysates, animals were collected in M9 buffer and washed twice. Worm pellets were stored at −80 °C or used immediately for downstream applications. Worm pellets were resuspended in cooled RIPA buffer (150 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% sodium dodecyl sulfate (SDS) and 50 mM Tris (pH 8.0)). Subsequently, samples were boiled at 95 °C for 5 min, sonicated (30 s at 60% amplitude, Bandelin Sonoplus with MS 1.5 sonotrode) and boiled again at 95°C for 5 min. Lysates were cleared by centrifugation (5 min, 21,000 relative centrifugal force (RCF), 4°C) and the protein concentration was determined with the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Samples were then mixed with 2× SDS loading buffer. For analysis and size separation of proteins, SDS gel electrophoresis was performed (PAGE)^54^. NuPAGE 4–12% Bis-Tris SDS gels were used with the respective NuPAGE MES SDS running buffer (Thermo Fisher Scientific; settings according to the manufacturer’s instructions). For the transfer of proteins to a nitrocellulose membrane (Amersham, Protran 0.2 µm), a semi-dry blotting system (Bio-Rad, Trans-Blot Turbo) was used. Standard transfer was performed with 25 V (constant) for 30 min using NuPAGE transfer buffer, supplemented with 10% methanol. After blotting, the membrane was directly incubated with the respective primary antibody, diluted in 1× Roti-Block (Carl Roth) overnight at 4 °C while constantly shaking. For detection of AGO2, the T22 Mighty Small wet transfer system (Hoefer; 11 V, overnight at 4 °C) with wet transfer buffer (25 mM Tris, 192 mM glycine, 0.01% SDS and 20% methanol) was used. The membrane was blocked with 5% milk powder (Carl Roth) in phosphate-buffered saline (PBS)–Tween (137 mM KCl, 8.1 mM Na_2_HPO_4_, 1.5 mM KH_2_PO_4_ and 0.1% (v/v) Tween-20, pH 7.4) for 1 h at RT, before incubation with primary antibodies (in 5% milk powder (Carl Roth) in PBS–Tween) overnight at 4 °C. Subsequently, the membrane was washed three times with PBS–Tween for approximately 10 min. The membrane was further incubated with the respective fluorescently labelled secondary antibody (LI-COR Biosciences) for 1 h at RT and subsequently washed again three times with PBS–Tween for approximately 10 min. Final visualization was performed using the Odyssey scanner (LI-COR Biosciences) and respective software (Image Studio Software v4.0 or v5.0, LI-COR Biosciences). Western blots were quantified using the Image Studio Software v4.0 or 5.0 (LI-COR Biosciences). The antibodies that were used in this study were as follows (see also Supplementary Table 2): mouse monoclonal anti-α-tubulin (B-5-1-2) (Sigma, catalogue number T6074, 1:5,000); mouse monoclonal anti Living Colors (JL-8, anti-GFP) (Clontech Laboratories, catalogue number 632380, 1:5,000); mouse monoclonal anti Living Colors, DsRed (anti-mCherry) (Clontech Laboratories, catalogue number 632393, 1:5,000); anti-CDC-48.1 (Hoppe-lab/Biogenes Berlin, custom antibody, 1:50,000); anti-SEL-1, (Sommer-lab, Berlin, custom antibody, 1:8,000); anti-Ago2 monoclonal (C34C6) (Cell Signaling catalogue number 2897, 1:10,000; anti-α (orsay virus) (Wang-lab, Washington, custom antibody, 1:2,000); IRDye 800CW donkey anti-mouse IgG (H + L) (LI-COR Biosciences, catalogue number 926-32212, 1:10,000); IRDye 800CW donkey anti-rabbit IgG (H + L) (LI-COR Biosciences, catalogue number 926-32213, 1:10,000); IRDye 680 donkey anti-mouse IgG (H + L) (LI-COR Biosciences, catalogue number 962-32222, 1:10,000); IRDye 680 donkey anti-rabbit IgG (H + L) (LI-COR Biosciences, catalogue number 962-32223, 1:10,000).

### EMS mutagenesis

A total of 10,000 synchronized L4 larvae (*Pnhx-2::cpl-1*^*Y32A,W35A*^*::yfp*) were washed three times with M9 buffer (20 mM KH_2_PO_4_, 40 mM Na_2_HPO_4_, 80 mM NaCl and 1 mM MgSO_4_) and subsequently incubated with 50 mM EMS while shaking for 4 h at RT. Further, the worms were washed three times with M9 buffer and incubated for 24 h at 20 °C on NGM plates. The microscopy-based selection process for elevated CPL-1* level was performed at the F_2_ generation using the Leica M80 fluorescent microscope. Selected worms were outcrossed twice with wild-type N2.

### CHX chase assay

Cycloheximide (CHX) interferes with the ribosomal translocation step during protein synthesis and thereby blocks eukaryotic protein translation, which makes it a valuable tool to monitor time-dependent protein degradation rates. NGM plates (90 mm) were coated with 200 µl CHX (50 mg ml^−1^ in ethanol, Sigma-Aldrich) or with 200 µl ethanol and incubated for 30 min at RT. Subsequently the plates were seeded with 1,000 µl *E. coli* OP50 and incubated over night at 37 °C. A total of 400–600 worms each were distributed on each plate and incubated at 20 °C for 0 h, 1 h, 3 h, 6 h and 9 h, respectively. After the incubation time, worms were collected and analysed via western blot and BioSorter. For each timepoint, the treated/untreated (CHX/EtOH) ratio was calculated and normalized by dividing by the 1 h timepoint ratio.

### BioSorter quantification of fluorescence

The BioSorter (Union Biometrica) with the FlowPilot-Pro software is a large-particle flow cytometer that allows for the quantification of fluorescence in three different channels ‘Red’, ‘Yellow’, ‘Green’ and parameters such as time-of-flight (TOF) and extinction. TOF, Red and extinction were used for gating of observations, which resembled day 1 adult worms expressing either cpl-1* or *ATM* exhibiting pharyngeal expression of *Pmyo-2::mCherry* as transgenic marker (Figs. 1b,d and 4a). Unless stated otherwise, after gating (TOF >1,500, Red >300 and extinction >800), the fluorescence values (YFP yellow or GFP green) of at least 200 gated worms from three independent biological replicates were used to calculate mean ± standard deviation (s.d.) values and plot density ridgeline plots (ggplot2 v.3.6.2 and ggridges v.3.6.2). Experiments with smaller *sel-11(nDf59)* mutant worms (Fig. 2b) were gated with (TOF >1200, Red >300 and extinction >600). A graphical illustration of the gating method is presented with a 2d density hexbin plot (hexbin v.1.28.2) in Extended Data Fig. 4a,b.

### RNA extraction

Isolation of total RNA was performed using TRIzol (Invitrogen). Age-synchronized worms were collected and washed twice with M9 buffer. Finally, 1 ml of TRIzol was added and worms were frozen at −80 °C for at least 1 h. Subsequently, worms were thawed at 37 °C. Disruption of worms and RNA release was achieved by using silica beads and the Precellys 24-Dual cell homogenizer (Peq-Lab) twice for 20 s at 5,000 rpm. Samples were incubated for 15 min at RT. For RNA extraction from mammalian cells, the growth medium was removed and cells were washed once with PBS. Subsequently, cells were scratched from the culture dish, collected in PBS and pelleted by centrifugation (5 min, 500 RCF, RT). The supernatant was removed, the pellet resuspended in 1 ml TRIzol and samples frozen at −80 °C for at least 1 h. Next, 100 µl 1-bromo-3-chloropropane was added to the cell culture or *C. elegans* samples and centrifuged for 15 min at 8,000 RCF at 4 °C to separate aqueous and organic phase. The aqueous phase was used to isolate total RNA with the RNeasy Mini Kit (Qiagen) following the manufacturer’s instructions or by isopropanol–glycogen precipitation. In brief, 1 µl glycogen (10 mg ml^−1^) and 500 µl of isopropanol was added. The samples were subsequently incubated for 1 h at −80 °C. The samples were further centrifuged for 45 min at 16,000 RCF at 4 °C. The supernatant was removed, and the pellet was washed with 70% ethanol. Then the RNA was air dried and resuspended in nuclease-free water. Quality and concentration of the isolated RNA was measured using the NanoDrop 8000 spectrophotometer (Thermo Fisher Scientific).

### cDNA synthesis and qRT–PCR

A total of 1,000–2,000 ng of total RNA was used for cDNA synthesis with the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems) following the manufacturer’s instructions. Measurement of cDNA level was performed with Luna Universal qPCR Master Mix (New England Biolabs) and the Bio-Rad CFX96 Real-Time PCR Detection System. Three technical replicates were analysed per sample. As reference for normalization, 18S ribosomal RNA (rRNA) *cdc-42* and *pmp-3* mRNA (*C. elegans*) or *Rpl19* mRNA, 18S rRNA and 28S rRNA (MEF cells) were used. All oligonucleotides that were used in this study are listed in Supplementary Table 3.

### α-Amanitin chase assay

Worms of the respective genotypes were L1 synchronized on NGM plates by filtering and exposed at day 1 of adulthood to α-Amanitin (50 μg ml^−1^, Sigma-Aldrich) in liquid culture (M9 with OP50 bacteria as food source (*t* = 0 h). For monitoring mRNA degradation for shorter time periods (up to 300 min), 0.1% Triton X-100 was added to the reaction to improve α-Amanitin uptake. Samples were collected in TRIzol after the respective timepoints of the transcriptional block, purified by RNA extraction and cDNA synthesis, and analysed by qRT–PCR for the constructs of interest as described above. For α-Amanitin chase assays in mammalian cells, 160,000 MEF cells were seeded in six-well plates. Two days later, ER stress was induced with 3 µg ml^−1^ tunicamycin (Sigma-Aldrich) for 4 h. Adding only DMSO (v/v) served as solvent control. Next, tunicamycin was removed, α-Amanitin (35 µg ml^−1^) was added and cells were collected at 0 h, 2 h, 6 h, 10 h and 24 h after treatment in TRIzol, followed by RNA extraction, cDNA synthesis and qRT–PCR.

### RNAi

To achieve transient gene depletion, the RNAi feeding method was used^55,56^. Clones encoding the respective gene of interest were either taken from the *C. elegans* RNAi Collection (Ahringer) or the *C. elegans* ORF-RNAi Resource (Vidal)^57^, both distributed by Source BioScience. All clones were confirmed to contain the right gene by sequencing. All double knockdowns were performed with a single RNAi vector for high efficiency. In general, overnight cultures of transformed HT115 *E. coli* in LB medium with 100 µg ml^−1^ ampicillin were used as starting culture. A fresh culture was grown until an OD_600_ of approximately 0.8 and subsequently seeded on NGM agar plates containing 100 µg ml^−1^ ampicillin and 2 mM IPTG. Plates were incubated overnight at 37 °C and used for experiments. Age-synchronized worms were transferred to RNAi plates at L1 larval stage.

### Viral infection

Five adult worms were placed on an NGM plate. On the following day, worms were removed and hatched eggs were infected with 30 µl of Orsay viral lysate. Orsay lysate was obtained as previously described^25^. On the first day of adulthood, worms were either collected for western blotting of RNA extraction or worms were sorted for infection with the COPAS BioSorter (Union Biometrica) by using the viral reporter *Plys-3*::*gfp*^19^. To study the influence of ER stress on viral infection worms were pre-treated with either 5 µg ml^−1^ tunicamycin or DMSO (solvent control) for 8 h before viral infection.

### Cellular fractionation

For cellular fractionation, age-synchronized worms were washed three times with M9 buffer and stored in fractionation buffer (5 M NaCl, 1 M Na_2_CO_3_, 10% Triton X-100 or 1% SDS) at −80 °C. While proteins associated to ER-derived microsomes are solubilized by sodium chloride (NaCl) or sodium carbonate (Na_2_CO_3_), resident proteins inside the microsomes are released only by dissolving the ER membrane with detergents such as Triton X-100 or SDS. Samples were thawed on ice and sonicated for 20 s (60% amplitude) and homogenized using a Dounce homogenizer 50 times. Cell lysates were centrifuged two times for 5 min at 2,000 RCF at 4 °C. The supernatant was again centrifuged for 90 min at 20,000 RCF at 4 °C. The pellet was resuspended in 150 µl fractionation buffer, and 30 µl of the sample was supplemented with 3 µl fractionation buffer, respectively. Samples were incubated on ice for 1 h and subsequently centrifuged for 1 h at 20,000 RCF at 4 °C. Pellets and supernatants were separated and analysed via western blotting. Cellular fractionation using sequential detergent fractionation was performed as previously described^58^. Worm lysates were treated with the permeabilization buffer (110 mM KCl, 25 mM K-HEPES, pH 7.4, 1 mM MgCl_2_, 0.015% digitonin (Calbiochem), 0.1 mM EDTA, 40 units ml^−1^ RNAseOUT (Invitrogen) and 1 mM dithiothreitol) to release the cytosolic content. To release the ER fraction, worm lysates were further washed with ER fractionation buffer (2% dodecyl-maltoside, 200 mM KCl, 25 mM K-HEPES, pH 7.4, 10 mM MgCl_2_, 40 units ml^−1^ RNAseOUT and 2 mM dithiothreitol). Subsequently, samples were subjected to RNA extraction followed by qRT–PCR.

### Northern blotting

Denaturing RNA gel electrophoresis was performed using a 1% agarose gel (supplemented with 4% formaldehyde and 5% 20× TT (0.6 M tricine and 0.6 M triethanolamine). Total RNA was added to 16 µl of northern sample buffer (100 µl 20× TT, 4 µl 0.5 M EDTA, pH 8.0, 70 µl de-ionized formamide, 70 µl non-acidic formaldehyde (37%), 5 µl 0.07% ethidium bromide), heated for 15 min at 65 °C and immediately chilled on ice for 2 min. Before loading, 2 µl of RNA loading dye (1 mM EDTA, 50% glycerol and 0.25% bromophenol blue) was added to each sample. The gel was run at 150 V in 1× TT buffer for 3–4 h on ice. After RNA gel electrophoresis, 18S and 28S rRNA was imaged as gel loading control. Then, the separated RNA molecules were blotted on a neutral nylon membrane. After brief washing with H_2_O, the capillary transfer was set up for at least 4 h using 10× saline-sodium citrate (SSC) (1.5 M NaCl and 150 mM trisodium citrate, pH 7.0) as a transfer medium. Subsequently, the RNA was UV-crosslinked to the membrane at 254 nm (120 mJ cm^−2^, on both sides), followed by membrane pre-hybridization in Church buffer (0.5 M Na_2_HPO_4_, 1 mM EDTA and 7% SDS, pH 7.2) at 65 °C for 1 h. Further, the Church buffer was exchanged to 25 ml Church buffer supplemented with 25 µl ^32^P-labelled RNA probes directed against the corresponding sequences of the *cpl-*1 mRNA (5′-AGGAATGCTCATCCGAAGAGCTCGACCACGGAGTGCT

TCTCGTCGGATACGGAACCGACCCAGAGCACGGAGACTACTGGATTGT-3′) and the 5.8S rRNA (5′-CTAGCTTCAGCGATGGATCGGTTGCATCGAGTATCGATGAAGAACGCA

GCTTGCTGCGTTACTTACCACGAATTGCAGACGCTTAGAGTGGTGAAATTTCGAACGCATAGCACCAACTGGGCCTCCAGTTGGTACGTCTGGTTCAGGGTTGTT-3′). On the next day, the probe was removed from the membrane followed by washing twice with Northern wash buffer 1 (2× SSC and 0.1% SDS) and two wash steps with Northern wash buffer 2 (0.2× SSC and 0.1% SDS) at 65 °C for 15 min each. Subsequently, the membranes were air-dried for 40 min, covered with an imaging plate and exposed for 4 h at RT. The autoradiography signal was detected by using the Thyphoon FLA700 phosphoimager (GE Healthcare) and quantified with the ImageQuant TL, 1D and Array Image Analysis Software (GE Healthcare). For generation of the RNA probes, 150 ng linearized pGEM-4Z plasmid (Promega), containing the respective probe sequence, was in vitro transcribed using and SP6 RNA polymerase (New England Biolabs) according to the manufacturer’s instructions. The transcription reaction, supplemented with α-^32^P-GTP (Hartmann Analytics), was incubated for 40 min at 40 °C. Further, 1.5 µl RNAse-free DNAse I (2 units µl^−1^, New England Biolabs) was added, followed by incubation for 20 min at 37 °C. Subsequently, 28 µl ultrapure H_2_O was added and labelled transcripts were recovered using the mini-Quick Spin RNA Columns (Roche) following the manufacturer’s instructions. Finally, 25 µl of the probe was mixed with 25 ml Church buffer (1:1,000).

### RNA sequencing and analysis

Determination of mRNA expression was done by sequencing. Age-synchronized day 1 adult hermaphrodites were collected for isolation of total RNA from *C. elegans*. For cell culture experiments, *Ago2*^*−/−*^ and *Ago2*^*+/+*^ MEF cells were seeded into 150 cm^2^ flasks for collection of samples. After a 3 day growth (to around 70% confluency), either cells were left untreated or ER stress was induced by adding 3 µg ml^−1^ tunicamycin (Sigma-Aldrich) or 500 nM thapsigargin (Sigma-Aldrich) for 6 h. RNA isolation procedure was performed as described above. Total RNA (2 µg, 50–200 ng µl^−1^, OD_260/280_ 1.8–2.1 and OD_260/230_ >1.5) was sent to the Cologne Center of Genetics (University of Cologne). Quality control and sequencing was performed by the Cologne Center of Genetics. Raw reads were mapped to reference transcriptomes (Ensemble release 91) using HISAT2, and after guided transcriptome assembly with StringTie, quantification and differential expression was performed with Cufflinks. Calculation of *P* values in Cufflinks is performed with two-sided test for significance. In case a transcript has zero fragments in one condition, a one-sided test is performed. Cufflinks uses the Benjamini–Hochberg technique to correct for multiple testing. Hierarchical clustering of *z*-score-normalized FPKM (mean of each three replicates per strain or condition) was computed with R package ComplexHeatmap (version 2.4.2) with default settings^59^. Differential expression was visualized by scatterplots generated by ggplot2 (version 3.3.2). *z*-Score normalization and table organization were conducted with R Studio (version 4.0.3) using dplyr (version 1.0.2) and tidyr (1.1.0) packages. For GO analysis, GO PANTHER v.16.0 overrepresentation test was performed, with the respective ensemble gene IDs that were extracted from the UniProtKB UniRef90 database. We used the total list of transcripts in each experiment as the reference list for the GO PANTHER test. PANTHER calculates raw *P* values with the Fisher’s exact test and corrects for multiple comparison by the Benjamini–Hochberg procedure yielding the FDR value, which is displayed in Figs. 3b, 4f and 5d. *FDR <0.05; ** FDR <0.01; *** FDR <0.001; NS, FDR >0.05. The respective FASTA protein sequences were fetched from the UniProtKB UniRef90 database and were submitted to the BUSCA subcellular localization analysis tool^30^. All RNA sequencing, GO term and BUSCA analysis results are summarized in Supplementary Table 4.

### RNA–UV crosslink immunoprecipitation (RNA–CLIP)

For CLIP cell culture experiments *Ago2*^*−/−*^ and *Ago2*^*+/+*^ MEF cells were seeded into 150 cm^2^ flasks for collection of samples. After a 3 day growth (to around 70% confluency), cells were treated with tunicamycin (4 h, 3 µg ml^−1^, Sigma-Aldrich), UV-crosslinked (Stratalinker UV Crosslinker 1800), 150,000 µJ cm^−2^ on ice, washed in ice cold PBS, pelleted by centrifugation (5 min, 450 RCF) and stored at −80 °C. For immunoprecipitation (IP), the samples were thawed on ice and supplied with 1 ml of lysis buffer (50 mM Tris–HCl, 100 mM NaCl, 1% MP-40 (IGEPAL), 0.1% SDS and 0.5% sodium deoxycholate, pH 7.4) with freshly added protein inhibitor cocktail and RNase inhibitor according to the instructions of the manufacturer. The samples were resuspended in lysis buffer and lysed using a syringe with a 23 gauge and incubated 15 min on ice. The samples were sonicated in the Bioruptor (Diagenode) for 10 min with ten pulses of 30 s on and off. Two microlitres of TurboDNase (2 units µl^−1^, Thermo Fisher Scientific) was added, and the samples were shaken for 5 min at 37 °C and 1,200 rpm and subsequently centrifuged at 21,000 RCF for 15 min at 4 °C. After centrifugation, 2% of the total volume of the supernatant was put aside for RNA extraction and western blot analysis, respectively (input control, before IP). For the IP, 50 µl Dynabeads (Thermo Fisher Scientific) were coupled with 20 μl Ago2 antibody (Anti-Ago2 monoclonal (2D4), Fujifilm Wako Chemicals, catalogue number 014-22023) and rotated for 1 h at 4 °C. The coupled magnetic Dynabeads^®^ were then added to the samples and rotated overnight at 4 °C. The tubes were placed on the respective magnet tray to bind the magnet tubes at the side of the tube. Again, 20 μl of the supernatant was put aside for RNA extraction and western blot analysis, respectively (input control, after IP). The samples were washed three times with cold wash buffer (20 mM Tris–HCl, 10 mM MgCl_2_ and 0.2 Tween-20, pH 7.4) and resuspended in 100 μl wash buffer afterwards. Ten microlitres of each sample was put aside for western blot analysis, and 700 μl of TRIzol was added to the samples. RNA extraction was conducted with isopropanol–glycogen precipitation as described above, followed by qRT–PCR against the targets *Nov*, *Mertk*, *C1rl* and *Rpl19*. All antibodies that were used in this study are listed in Supplementary Table 2.

### Colony formation assay

We conducted a colony formation assay as described previously by Crowley et al.^60^. In brief, MEF cells were treated with tunicamycin for 4 h and collected by trypsinization. Treated cells were then seeded in six-well plates (800 cells per well) and incubated for 7 days. For staining of colonies, cells were first fixed with 100% methanol (20 min, RT) and rinsed with water. Then, colonies were stained with crystal violet solution (0.5% crystal violet (w/v) in 25% methanol) for 5 min at RT and again rinsed with water. Afterwards, plates were air-dried and imaged using a standard document scanner. Colonies were counted using the cell counter plugin of the ImageJ (1.48 v) software.

### Intestinal barrier function assay (Smurf assay)

Age-synchronized animals were grown on *E. coli* OP50 until day 5 of adulthood. On these days, about 30 worms were removed from NGM plates and washed once with M9 buffer. Animals were incubated rotating for 4 h at RT in liquid culture containing 100 µl blue food dye (50 µl 3× concentrated *E. coli* OP50 overnight culture in LB medium; 50 µl 5% w/v Brilliant Blue FCF (Sigma-Aldrich) in H_2_O) and 400 µl M9 buffer. After incubation, animals were washed twice with M9 buffer and collected by gravity settling. Subsequently, worms were transferred to agar pads on glass slides, paralysed with 25 mM levamisole (Sigma-Aldrich) and imaged with the Leica SCN400 slide scanner at 40x× magnification. Images were further processed using the Leica Aperio ImageScope software (v12.4.3.5008).

### Microscopy

*C. elegans* work was generally performed using the M80 stereomicroscope with a CLS 150× light source (Leica Camera). Fluorescent images were achieved using the M165 FC stereomicroscope with DFC 340 FX camera (Leica Camera) or the Axio Zoom V16 microscope with the Axiocam 506 mono camera (Carl Zeiss Microscopy GmbH). For imaging of ER structures in *C. elegans*, the confocal microscope TCS SP8 gSTED 3X (Leica Microsystems) was used. To immobilize worms for imaging, animals were treated with 25 mM levamisole (Sigma-Aldrich). Quantification of mCherry-HDEL foci was achieved with the ImageJ (1.48 v) software. If not stated otherwise, day 1 adult worms were imaged.

### Quantification, statistical analysis and reproducibility

Statistical details of experiments are described in the legends of the figures in which the relevant results are presented. Statistical analysis was performed using GraphPad Prism 5 and 7. In general, statistical significance was calculated with two-tailed paired Student’s *t*-test or one-way/two-way analysis of variance (ANOVA) with post-hoc test. The half-maximal inhibitory concentration (IC_50_) for tunicamycin treatment in MEF cells was determined with GraphPad Prism 7 using a three-parameter inhibitor versus response non-linear regression calculation (Fig. 5g). Unless stated otherwise, statistical analysis of BioSorter experiments was performed by two-sided pairwise *t*-test of mean values calculated on three independent biological experiments with each entailing at least 200 gated day 1 adult worms per experiment. *P* values were adjusted for multiple comparisons with Holmes method. All representative microscopy images and gel blots were performed in *n* = 3 independent experiments. No statistical method was used to pre-determine sample size. No data were excluded from the analyses. The experiments were not randomized, and the investigators were not blinded to allocation during experiments or outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at https://doi.org/10.1038/s41556-022-01025-4.

## Supplementary information

Reporting Summary

Supplementary Tables *C. elegans*, bacterial strains, cell lines, antibodies and oligos used in this study (Supplementary Tables 1–3). Data from RNA-sequencing and bioinformatic analysis (Supplementary Table 4).

## Source data

Source Data Fig. 1 Uncropped blots.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 2 Uncropped blots.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 5 Uncropped blots.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 6 Uncropped blots.

Source Data Extended Data Fig. 1 Uncropped blots.

Source Data Extended Data Fig. 2 Uncropped blots.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Uncropped blots.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Uncropped blots.

Source Data Extended Data Fig. 6 Statistical source data.

## Data Availability

Plasmids and *C. elegans* lines generated in this study will be distributed to other researchers upon request. RNA-sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession codes GSE202291 and GSE161121. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding author on reasonable request. The UniProtKB UniRef90 database was used for GO PANTHER and BUSCA bioinformatic analysis.

# Supplementary material for: ER-associated RNA silencing promotes ER quality control
**Source:** Nat Cell Biol. 2022 Dec 5;24(12):1714–25. doi: 10.1038/s41556-022-01025-4
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Image Studio Software v4.0 or v5.0, LI-COR Biosciences  
Bio-Rad CFX Manager Software 3.1  
FlowPilot-Pro™ (v1)

## Data analysis

Image Studio Software v4.0 or v5.0, LI-COR Biosciences  
 Bio-Rad CFX Manager Software 3.1  
 FlowPilot-Pro™ (v1)  
 ImageQuant TL 10.2 (GE Healthcare)  
 GO PANTHER v.16.0  
 ImageJ (1.48v)  
 Leica Aperio ImageScope software v12.4.3.5008

R Studio (version 4.0.3)  
 R pipelines HISAT2, StringTie and Cufflinks  
 R package ComplexHeatmap (version 2.4.2)  
 R package ggplot2 (version 3.3.2).  
 R package dplyr (version 1.0.2)  
 R package tidyr (1.1.0)  
 R package ggplot2 v.3.6.2  
 R package ggridges v.3.6.2  
 R package hexbin v.1.28.2

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The authors declare that the main data supporting the findings of this study are available within the article, its Supplementary Information files or in public repositories, which can be accessed with the provided links. Extra data are available from the corresponding author upon request.

Plasmids and C. elegans lines generated in this study will be distributed to other researchers upon request. RNA-sequencing data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession codes GSE202291 and GSE161121. Source data have been provided in Source Data. All other data supporting the findings of this study are available from the corresponding author on reasonable request. The UniProtKB UniRef90 database was used for GO PANTHER and BUSCA bioinformatic analysis.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size determination was done according to standard C. elegans approaches. Exact sample sizes are stated in the according figure legends and Supplementary Information. No statistical method was used to predetermine sample size. Overall at least three biological replicates were performed for each experiment, which is an established norm in the scientific community. |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                            |
| Replication     | Except for Figure S5f, at least three biological replicates were performed for each experiment.                                                                                                                                                                                                                                                                                     |
| Randomization   | The experiments were not randomized by purpose. Randomization was not applicable in our studies since C.elegans population are inherently isogenic and their distribution to different treatment regimes is per se random.                                                                                                                                                          |
| Blinding        | The Investigators were not blinded to allocation during experiments and outcome assessment. All experiments in the study were quantified by automated and objective readout methods for outcome assesment (RT-qPCR, measuring fluorescence, fluorescent foci, etc.).                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Mouse monoclonal anti alpha tubulin (clone B-5-1-2) Sigma Cat# T6074, RRID:AB_477582, dilution 1:5000;</p> <p>Mouse monoclonal anti Living Colors, (clone JL-8), (anti-GFP) Clontech Laboratories, Inc. Cat# 632380, RRID:AB_10013427, dilution1:5000;</p> <p>Mouse monoclonal anti Living Colors, DsRed, (anti-mCherry; no clone name provided by Clontech Laboratories) Clontech Laboratories, Inc. Cat# 632393, RRID:AB_2801258, dilution 1:5000;</p> <p>Anti-CDC-48.1, Hoppe-lab/Biogenes Berlin, custom antibody, dilution 1:50000;</p> <p>Anti-SEL-1, Sommer-lab, Berlin, custom antibody, dilution 1:8000;</p> <p>Anti-Ago2 monoclonal (C34C6)(western blotting), Cell Signaling Cat# 2897, RRID:AB_2096291, dilution 1:10000;</p> <p>Anti-Ago2 monoclonal (2D4)(UV-crosslinking immunoprecipitation), Fujifilm Wako Chemicals, Cat# 014-22023, RRID:AB_1106837, dilution: 20 µl per CLIP reaction;</p> <p>Anti-alpha (orsay virus) Wang-lab, Washington, custom antibody, dilution 1:2000;</p> <p>IRDye® 800CW Donkey anti-Mouse IgG (H + L); LI-COR Biosciences, Cat# 926-32212, RRID:AB_2716622, dilution 1:10000;</p> <p>IRDye® 800CW Donkey anti-Rabbit IgG (H + L), LI-COR Biosciences, Cat# 926-32213, RRID:AB_621848, dilution 1:10000;</p> <p>IRDye® 680 Donkey anti-Mouse IgG (H + L), LI-COR Biosciences, Cat# 962-32222, RRID:AB_621844, dilution 1:10000;</p> <p>IRDye® 680 Donkey anti-Rabbit IgG (H + L), LI-COR Biosciences, Cat# 962-32223, RRID:AB_621845, dilution 1:10000</p> |
| Validation      | <p>Validations of primary and secondary antibodies were done by the stated manufacturer's or by the laboratory they where produced by.</p> <p>Anti-CDC-48.1, Hoppe-lab/Biogenes Berlin, custom antibody: Franz et al., Mol. Cell., 2014</p> <p>Anti-SEL-1, Jarosch-lab, Berlin, custom antibody: Denzel et al., Cell, 2014</p> <p>Anti-alpha (orsay virus) Wang-lab, Washington, custom antibody: Jiang et al., Virology, 2014</p> <p>Mouse monoclonal anti alpha tubulin (clone B-5-1-2):</p> <p>Independent Antibody Verification – Demonstrating antibody specificity through the use of multiple antibodies against target in IHC or ICC. (<a href="https://www.sigmaaldrich.com/DE/de/technical-documents/technical-article/protein-biology/immunohistochemistry/antibody-enhanced-validation">https://www.sigmaaldrich.com/DE/de/technical-documents/technical-article/protein-biology/immunohistochemistry/antibody-enhanced-validation</a>)</p> <p>Mouse monoclonal anti Living Colors, (JL-8), (anti-GFP):</p> <p>The quality and performance of this lot of Living Colors A.v. Monoclonal Antibody (JL-8) was tested by Western blot</p>                                                                                                                                                                                                                                                                                                                                                          |

analysis using lysate made from a HEK 293 cell line stably expressing AcGFP1. After cells were collected and lysed using SDS sample buffer, the lysate (10 µl; equivalent to 35,000 cells) was electrophoresed on a 12% SDS polyacrylamide gel and transferred to a nitrocellulose membrane. The blot was probed with the Living Colors A.v. Monoclonal Antibody, JL-8 (diluted 1:1,000), followed by a secondary goat anti-mouse antibody conjugated to horseradish peroxidase (HRP). The HRP signal was detected by chemiluminescence. A band of approximately 30 kDa corresponding to AcGFP1 was observed in the lane loaded with the AcGFP1 cell lysate. A band of this size was not detected in the lysate of untransfected HEK 293 cells.

#### Living Colors® DsRed Monoclonal Antibody:

The quality and performance of this lot of antibody was tested by Western blot analysis using lysate made from a HEK 293 cell line stably expressing DsRed Express. After cells were collected and lysed using SDS sample buffer, the lysate (10 µl; equivalent to 35,000 cells) was electrophoresed on a 12% SDS-polyacrylamide gel and transferred to a nitrocellulose membrane. The blot was probed with the Living Colors DsRed Monoclonal Antibody (diluted 1:500), followed by a secondary goat anti-mouse antibody conjugated to horseradish peroxidase (HRP). The HRP signal was detected by chemiluminescence. A band of approximately 29 kDa corresponding to DsRed Express was observed in the lane loaded with the DsRed Express cell lysate. A band of this size was not detected in the lysate of untransfected HEK 293 cells.

#### Anti-Ago2 monoclonal (western blotting) (C34C6):

No rating or validation information has been found for Rabbit Anti-Argonaute 2 Monoclonal Antibody, Unconjugated, Clone C34C6.

#### Anti-Ago2 monoclonal (UV-CLIP) (2D4):

No rating or validation information has been found for Anti-Argonaute 2 Monoclonal Antibody (2D4)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                            |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Ago2+/+ and Ago2-/- Mouse embryonic fibroblasts were received from Greg Hannon, Cambridge, UK.                                             |
| Authentication                                                    | None of the cell lines used in this study were authenticated. However, Ago2-/- MEF cells were tested for absence of Ago2 via western blot. |
| Mycoplasma contamination                                          | All cell lines used in this study were regularly tested negative for Mycoplasma contamination.                                             |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | According to the ICLAC register, no commonly misidentified cell lines were used in this study.                                             |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                   |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The study involved <i>Caenorhabditis elegans</i> strains of various genotypes listed in the provided Supplementary Information. <i>C. elegans</i> populations entail predominantly hermaphrodites. The age of the tested organisms is described in the respective method section. |
| Wild animals            | The study did not involve wild animals.                                                                                                                                                                                                                                           |
| Reporting on sex        | All experiments in this study were performed on hermaphrodite <i>C. elegans</i> populations.                                                                                                                                                                                      |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                                                                       |
| Ethics oversight        | This study only includes work with the nematode <i>C. elegans</i> or with Mouse embryonic fibroblasts. For both no ethical approval or guidance is required.                                                                                                                      |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                         |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | 1000 age-synchronized worms were grown on L-plates until day 1 adulthood. Worms were washed off in 10 ml of M9 buffer.                                                                                                                                                  |
| Instrument                | BioSorter® (Union Biometrica)                                                                                                                                                                                                                                           |
| Software                  | FlowPilot-Pro™ (v1)                                                                                                                                                                                                                                                     |
| Cell population abundance | 1000 worms per sample                                                                                                                                                                                                                                                   |
| Gating strategy           | Unless stated otherwise, gating was performed with TOF >1500, Red >300, Extinction >800. Experiments with smaller sel-11(nDf59) mutant worms were gated with (TOF >1200, Red >300, Extinction >600). Only gated worms were quantified for the fluorescence of interest. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

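RNA sequencing of 12 samples of day 1 adult hermaphrodites was considered, with 3 each of wild type, cpl-1WT, cpl-1* and rde-1(ne219); cpl-1* worms. The authors mapped the reads to the Ensembl release 91 transcriptome with HISAT2, assembled transcripts with StringTie and quantified them with Cufflinks. The versions of these tools are not given in the sources used here. The FPKM values used here are pooled over the samples of a strain, with 1 value per gene for wild type, cpl-1* and rde-1(ne219); cpl-1*. The log2 ratios in the authors' deposited table compare these FPKM values. The p-values and q-values in the authors' deposited table come from Cufflinks, with a two-sided test, a one-sided test where a strain has 0 fragments, and Benjamini–Hochberg adjustment. The table holds 46218 rows for each of 3 comparisons, and 1 identifier listed on more than 1 row was used by its first row. Values of cpl-1WT were not used here, so the set of genes higher than in both controls could not be formed. The biological process enrichment was run on the genes higher in cpl-1* than in wild type instead. The 3 log2 ratios of a gene add up within 2e-05 over 15977 genes, so the comparison of rde-1(ne219); cpl-1* with wild type adds no independent measurement.

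The tests planned on values per sample could not be run on pooled FPKM, and the authors' P values were used for single genes, as planned for this case. Gene sets were drawn at P of 0.05 or less among genes with a completed test and counted in gene identifiers. Of the 46217 identifiers, 22855 share a locus with another one. GO terms came from the annotation in the table, which lists a term for 14726 identifiers, as direct annotations whose aspect is not given. Every term with at least 1 tested gene was tested with a two-sided Fisher's exact test and Benjamini–Hochberg adjustment. The term nuclear lumen had no annotated gene and gives no value. The median log2 ratio of each gene list was compared with 10000 random lists drawn with replacement within 20 bins of mean FPKM, with random seeds counted up from 1. The lists were UPRER, molting cycle (with and without its collagens), abu/pqn, oocyte and eggshell, vitellogenin, sperm (msp), intracellular pathogen response, cytosolic heat shock, proteasome, ribosomal proteins and collagens. The lists, the thresholds and the alternatives below were set before the data were examined, except where stated, but the genes in the paper's supplementary lists had been read by then. Of the 48 molting cycle identifiers, 41 are in the copy of the paper's Fig. 4d list and 30 in that of Fig. 3a. In these copies are 5 and 13 of the 21 abu/pqn identifiers, 61 and 66 of the 183 collagens, 2 and 3 of the 21 UPRER identifiers, 1 and 4 of the 35 sperm identifiers, 3 and 3 of the 17 intracellular pathogen response identifiers and 0 and 1 of the 11 heat shock identifiers. None of the oocyte and eggshell, vitellogenin, proteasome and ribosomal protein identifiers are in either copy. The symbols pqn-5 and ram-4 were not found in the table.

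Genes named in the text are those the paper names for its sequencing, ERAD, UPR, ERAS or normalization, the members of lists with at most 20 symbols, and the 5 largest increases and 5 largest decreases per comparison. The latter were taken among genes with q of 0.05 or less and at least 1 FPKM in both strains. The genes cpl-1, rol-6, sqt-1, asp-12 and pas-7 had been seen in the paper's Fig. 4d before this rule was set. Coordinates are from the Ensembl release 115 annotation of WBcel235. Of the 46217 identifiers, 46042 are in it, and 100% of those overlap their gene on the same chromosome. The paper's text names the Ensembl release without naming the assembly.

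The scripts ran in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. They were tested on simulated data made from the 17146 genes of rde-1(ne219); cpl-1* against cpl-1*. Of 100 lists of 20 genes shifted by a log2 ratio of 1, 77.0% were recovered, and 100% were recovered at a shift of 2. Of 100 terms of 50 genes, 45.0% were recovered at a known odds of 2 and 98.0% at 4. The larger shift and odds were added after the first run. The depth per sample is unknown, so no counting interval is given, and the smallest P of 5e-05 limits how far the strongest changes can be told apart. Alternatives tried were q in place of P, an FPKM minimum of 1, a minimum log2 ratio of 1, counting by locus or symbol, leaving out genes listed at 0, another GO background, leaving out gene families, pseudocounts of 0.1 and 1, and log2 ratios relative to the median of all genes tested. A minimum log2 ratio of 2, alone or with further filters, and counting identifiers of 1 symbol with the same values once were added after the data had been seen.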

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

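The tests of developmental stage and of the authors' scaling were chosen only after related values had been seen, as was the counting of identifiers with the same values once.

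The paper lists genes that rise, and the authors' deposited table also holds the opposite direction and a comparison the paper does not describe. At P of 0.05 or less, 662 genes were lower in cpl-1* than in wild type in the authors' deposited table, and 4053 were lower in rde-1(ne219); cpl-1* than in cpl-1*. Between rde-1(ne219); cpl-1* and wild type, 5304 were higher and 4447 were lower in the authors' deposited table. The scaling of the values between strains was examined as a source of the calls in rde-1(ne219); cpl-1* against cpl-1*. A single factor moves all genes alike, and 2810 called genes lay a log2 ratio of 1 or more below the median of all genes tested while 3296 lay as far above it. This argues against scaling as the whole cause. The 10 most abundant genes held 6.02% of the FPKM sum in cpl-1* and 7.12% in rde-1(ne219); cpl-1*. A mislabelled sample could not be looked for in pooled values.

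Several lists that the paper does not discuss lay outside the middle 95% of matched random lists. In rde-1(ne219); cpl-1* against cpl-1*, the vitellogenins had a median log2 ratio of -4.36 and the oocyte and eggshell genes one of -2.14, both below all 10000 random lists. All 5 tested vitellogenin genes and all 21 oocyte and eggshell identifiers were lower at P of 0.05 or less in the authors' deposited table. For vit-1, the authors' deposited table gives 981 FPKM in cpl-1* and 38.4 FPKM in rde-1(ne219); cpl-1*. The sperm (msp) genes rose by a median log2 ratio of 0.75, the abu/pqn genes by 2.53 and the molting cycle genes outside the collagens by 2.70. The proteasome genes had a median of -0.43. The ribosomal proteins had a median of 0.075, which changes sign to -0.14 relative to the median of all genes tested and stays at percentile 99.8 of the random lists. The members of the msp, vitellogenin and abu/pqn families can share reads.

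A difference in developmental stage between the collected worms is a candidate explanation for the fall of the oocyte and eggshell genes (-2.14) and the rise of the sperm genes (0.75) together with the collagens. These values are in line with worms that were younger at collection than the cpl-1* worms, or that had fewer oocytes. The rise of the molting cycle genes (2.70) decides nothing, since most of them are in the paper's own list of increased genes, which had been read. Both strains are described as day 1 adults, and the pooled values hold no measure of age. A slower development of the rde-1(ne219) strain or a smaller germ line would be biological, and a different time of collection would be technical. These were not tested against each other, nor against a direct effect of RDE-1 on these mRNAs. The collagens lay at percentile 100 of random lists matched on exon length, which argues against gene length as the cause of their rise.

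In rde-1(ne219); cpl-1* against wild type, the same lists moved the same way. The medians were -4.09 for the vitellogenins, -2.23 for the oocyte and eggshell genes, 1.92 for the sperm genes, 6.34 for abu/pqn (4.01 with 1 added to both FPKM values) and 4.71 for the molting cycle genes outside the collagens. The ribosomal proteins had a median of 0.052, which changes sign to -0.15 relative to the median of all genes tested and stays at percentile 98.6. In cpl-1* against wild type the medians were 3.89 for abu/pqn (1.93 with 1 added to both FPKM values), 1.95 for the molting cycle genes outside the collagens, 1.21 for the sperm genes and -0.14 for the oocyte and eggshell genes. For the oocyte and eggshell genes, 1 of 21 was lower at P of 0.05 or less in the authors' deposited table.

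The intracellular pathogen response list had a median log2 ratio of 3.17 over 12 tested identifiers in rde-1(ne219); cpl-1* against cpl-1*, and 3.70 against wild type. In the first of these comparisons, 11 identifiers were higher at P of 0.05 or less in the authors' deposited table. Of the 12, 2 carry the same values under the symbol B0507.10. With such identifiers counted once, 10 of 11 were higher and the medians were 3.17 and 3.74. With 1 added to both FPKM values, the first median was 2.19. The list holds 17 identifiers, and those not tested were pals-5, pals-29, F26F2.1, F26F2.3 and F26F2.4. Their highest value in either cpl-1* strain was 0.269 FPKM, that of F26F2.1 in rde-1(ne219); cpl-1* in the authors' deposited table. The rise therefore holds for the tested members and not for the list as a whole. No explanation of this rise was tested.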

How the results depend on the processing

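The settings with a log2 ratio of at least 2, and the counting of identifiers of 1 symbol with the same values once, were chosen after the data had been seen. No paired analysis was possible because the authors' deposited table holds 1 pooled value per strain. For the same reason, leaving out each replicate, the replicate block, a pseudocount in a test of single genes and count-based tools were not run. Values of cpl-1WT were not used here, so settings on the comparison with it were not run either. Other groupings of the samples could not be compared either.

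Counts of genes depended on the threshold. At q of 0.05 or less, genes higher in cpl-1* than in wild type numbered 1443 in place of 2340, and genes lower numbered 276 in place of 662. With an absolute log2 ratio of at least 1, genes lower in cpl-1* than in wild type numbered 322, genes lower in rde-1(ne219); cpl-1* than in cpl-1* numbered 2033 in place of 4053, and genes lower in rde-1(ne219); cpl-1* than in wild type numbered 2688 in place of 4447. With a log2 ratio of at least 2, genes higher in rde-1(ne219); cpl-1* than in cpl-1* numbered 1386 in place of 5453. They numbered 1277 with q of 0.05 or less as well and 959 with the smallest P. Of those at the smallest P, 948 had no strain at 0 and 873 were tested in all 3 comparisons. Each of these settings is stricter than the one it replaces. Under the other settings run, every count stayed within 1.5 times.

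With all listed identifiers as the background, response to endoplasmic reticulum stress in the cpl-1* set changed from 0.438-fold to 1.23-fold, without passing the threshold at either. In the rde-1(ne219) set, cytoplasm changed from 0.722-fold to 1.88-fold and nucleus from 0.661-fold to 1.62-fold. This background adds identifiers that were not tested. Without the molting cycle, collagen and abu/pqn lists, collagen trimer was at 1.60-fold and not past the threshold, as only 2 genes of the term were left. Extracellular space no longer passed the threshold at a log2 ratio of at least 2 (1.16-fold) or with the smallest P as well (1.34-fold), and the cause was not tested. The terms endoplasmic reticulum unfolded protein response (2.85-fold to 8.03-fold), innate immune response (3.00-fold to 7.99-fold) and mitochondrion (0.0923-fold to 0.522-fold) stayed past the threshold in the same direction under every setting run. So did the collagens by symbol (1.97-fold to 8.88-fold) and the genes shared by both sets (2.48-fold to 4.91-fold).

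By chromosome, the share of genes higher in rde-1(ne219); cpl-1* than in cpl-1* changed direction relative to all genes for II at q of 0.05 or less (23.2%), at a log2 ratio of at least 2 (9.43%) and with the smallest P as well (6.44%). For IV it changed direction with the FPKM minimum (33.3%), and it passed the threshold, as a deficit, at a log2 ratio of at least 2 (6.48%) and with the smallest P (4.48%). For the mitochondrial genome, with 19 tested genes, it no longer passed the threshold with each locus counted once (9.09%) or at a log2 ratio of at least 2, alone or with the smallest P (0%). The causes were not tested.

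The median log2 ratio of all genes tested was -0.030 for cpl-1* against wild type, 0.21 for rde-1(ne219); cpl-1* against cpl-1* and 0.20 for rde-1(ne219); cpl-1* against wild type. Relative to it, the ribosomal proteins changed sign in the latter comparisons, from 0.075 to -0.14 and from 0.052 to -0.15. In cpl-1* against wild type, the ribosomal proteins changed from -0.026 to 0.0042 and the proteasome genes from -0.023 to 0.0077, both within the middle 95% of matched random lists. The median shifts all genes alike, so the place of a list among the random lists does not move, and the ribosomal proteins stayed at percentiles 99.8 and 98.6 in the latter comparisons. With a pseudocount of 1, medians in cpl-1* against wild type fell from 2.55 to 1.41 for the collagens, from 3.89 to 1.93 for abu/pqn and from 0.61 to 0.32 for cytosolic heat shock. In rde-1(ne219); cpl-1* against wild type, they fell from 6.34 to 4.01 for abu/pqn and from 0.22 to 0.065 for cytosolic heat shock. With the FPKM minimum, the cytosolic heat shock list came to -1.04 in rde-1(ne219); cpl-1* against cpl-1*, outside the middle 95% of matched random lists. In rde-1(ne219); cpl-1* against wild type, that minimum changed the sign of its median, from 0.22 to -0.25, within the middle 95%. With that minimum the proteasome list in rde-1(ne219); cpl-1* against wild type also moved outside it, at -0.44. The causes were not tested. With identifiers of 1 symbol and the same values counted once, every list median kept its sign and its side of the middle 95%. The other list medians kept their side of the random lists' middle 95% under the settings run. Of the named genes, 0 called genes changed sign with a pseudocount or relative to the median, and 35 log2 ratios moved by more than the error implied by the authors' test statistic, all with a pseudocount of 1.

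Depth limits what these values can show, since without counts per sample no interval can be given for a single gene. Genes near an FPKM of 0 have log2 ratios that depend on the pseudocount.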

Differences from the paper's values

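The paper reports 485 mRNAs higher in rde-1(ne219); cpl-1* than in cpl-1*, and the legend of Fig. 4d states a cut-off of P of 0.05 or less, at which the authors' deposited table holds 5453. None of the alternatives set before the data were examined comes within 1.5 times of the paper's number. A q of 0.05 or less gives 3957, an absolute log2 ratio of at least 1 gives 4034, the FPKM minimum 5124, loci 5191, symbols 5251 and leaving out genes listed at 0 gives 5425. The copy of the Fig. 4d list used here holds 484 identifiers, and in the authors' deposited table their smallest log2 ratio is 2.00 and their P is 5e-05 throughout. A log2 ratio of at least 2 gives 1386 genes and, with the smallest P, 959. Both were chosen after seeing the values, drop 0 of the 484 listed genes and remain over 1.5 times the paper's number. Further filters were tried after the same look and did not reach it either, at 1277 with q of 0.05 or less, 948 with no strain at 0 and 873 among genes tested in all 3 comparisons.

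For Fig. 3, the paper reports 996 transcripts higher in cpl-1* than in both controls, while 2340 genes were higher than in wild type in the authors' deposited table. The group here is wider than the paper's, because values of cpl-1WT were not used here. At q of 0.05 or less the number is 1443, within 1.5 times of the paper's, but this setting drops 204 of the 994 genes in the copy of the paper's Fig. 3a list. An absolute log2 ratio of at least 1 (1953), the FPKM minimum (2033), loci (2265), symbols (2271) and leaving out genes listed at 0 (2272) are not. The copy of the Fig. 3a list holds 994 identifiers, and all 994 are higher at P of 0.05 or less in the authors' deposited table.

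The paper's fold enrichment of response to endoplasmic reticulum stress is 2.13, and the value here is 0.438, on the wider set and on 16 genes with a direct annotation. No alternative comes within 1.5 times, with values from 0 at q of 0.05 or less to 1.23 with all listed identifiers as the background. The related term endoplasmic reticulum unfolded protein response was enriched here as well, at 3.30-fold against the paper's 2.73.

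In the rde-1(ne219) set, the paper's fold enrichment of collagen trimer is 13.61 and the value here is 2.07. The alternatives set before the data were examined give 1.60 to 4.58 and are all more than 1.5 times apart from the paper's. The lowest leaves out the collagen list, so that only 2 genes of the term are left. A fold cannot exceed the background size divided by the number of called genes, which are 17146 and 5453 in the main setting. Neither that setting nor these alternatives could come within 1.5 times of the paper's value. Their distance from it follows from the wider sets and tests nothing further. A log2 ratio of at least 2 with the smallest P, chosen after seeing the values, gives 8.50, which is also more than 1.5 times apart. For extracellular space the paper's value is 2.66 and the value here is 1.43. With all listed identifiers as the background it is 3.64, within 1.5 times of the paper's, and the other alternatives are not. That background is further in size from the paper's reference list than the genes tested are. For mitochondrion the paper's value is 0.34 and the value here is 0.196, and no alternative comes within 1.5 times. For nucleus the paper's value is 0.22 and the value here is 0.661, and no alternative set before the data were examined comes within 1.5 times. A log2 ratio of at least 2 gives 0.294 for nucleus and, with the smallest P, 0.227, both within 1.5 times, chosen after seeing the values and dropping 0 of the 484 listed genes.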

Other observations

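The tests of the release of silenced mRNAs and of a smaller dose of the same change were chosen only after related values had been seen, as was the counting of identifiers with the same values once, and the comparison of chromosome V with cpl-1* against wild type was added after its excess had been seen.

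One hypothesis is that the genes higher in rde-1(ne219); cpl-1* are mRNAs held by RDE-1 below their wild-type level under ER stress. Over the 16049 genes tested in all 3 comparisons, 4956 were higher in rde-1(ne219); cpl-1* than in cpl-1*. Of these, 2.93% were called lower in cpl-1* than in wild type, 37.2% were called higher, and 77.6% had a higher value. The 1844 genes higher in both comparisons are 2.61 times the 705 that independent sets would share (odds ratio 14.3). The comparisons share the cpl-1* libraries with opposite signs, and simulated unchanged groups would share 0.00795 times the independent number. Over all 16049 genes, 72.8% moved in the same direction in both comparisons, against 33.4% for the simulated groups. These values argue against a level below wild type for most of these mRNAs. Turnover by RDE-1 of mRNAs whose transcription rises at the same time stays open here, since levels alone do not separate the rates. The paper's α-amanitin chase assays did follow decay, and it reports RDE-1-dependent turnover of rol-6, sqt-1 and asp-12 but not of pas-7.

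The collagens were already higher in cpl-1* than in wild type, with a median log2 ratio of 2.55, or 1.41 with 1 added to both FPKM values. A smaller dose of the change seen in rde-1(ne219); cpl-1* against wild type may be present in cpl-1* worms. The fraction of the way that cpl-1* had gone was taken among genes called at least 1 log2 unit higher in rde-1(ne219); cpl-1* than in wild type. On the scale of FPKM differences, its median was 0.153 for 90 collagen identifiers (quartiles 0.118 and 0.183), 0.123 for 30 molting cycle identifiers outside the collagens and 0.467 for the sperm genes. On the log2 scale, it was 0.608 for the collagens (quartiles 0.499 and 0.660), 0.470 for the molting cycle genes outside the collagens and 0.636 for the sperm genes. The molting cycle median thus lay below the collagens' median on both scales, and the sperm median above it on both. The molting cycle median lies inside the collagens' quartiles only on the FPKM scale, and the sperm median only on the log2 scale. These quartiles are the spread of single collagen genes and not of a list median. They cannot say whether the lists share a fraction. For the oocyte and eggshell genes in cpl-1* against wild type, the collagens' fraction gives a median log2 ratio of -0.19 on the FPKM scale and -1.36 on the log2 scale. The value was -0.14, at percentile 0.145 of the matched random lists. The oocyte and eggshell genes therefore decide nothing without a choice of scale. The molting cycle and sperm genes decide nothing here, since no spread of their list medians was computed.

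For the vitellogenins, the collagens' fraction gives -0.22 on the FPKM scale and -2.49 on the log2 scale. Their median was 0.050, above both by more than the spread of the matched random lists (middle 95% from -0.16 to 0.20), and 0 of 5 were lower at P of 0.05 or less in the authors' deposited table. On the log2 scale this argues against 1 dose shared by all lists, although the vitellogenins are a family of 5 tested genes that can share reads. On the FPKM scale the vitellogenins cannot decide. The random lists hold the spread between genes and no error between replicates. A shift of -0.22 need not be called in a single gene, as vit-4, with a log2 ratio of 0.38, was not called (P = 0.0969 in the authors' deposited table). The fraction of the UPRER genes was 0.109 on the FPKM scale and 0.216 on the log2 scale, below the collagens' quartiles on both. For the intracellular pathogen response genes it was 0.0125 and 0.118, also below on both, and for the abu/pqn genes 0.162 and 0.600, within on both. Since these are quartiles of single genes, the places of these lists do not test whether they share the collagens' fraction. With identifiers of 1 symbol and the same values counted once, the FPKM-scale fraction was 0.129 for the molting cycle genes outside the collagens, 0.102 for the UPRER genes and 0.0375 for the intracellular pathogen response genes. A graded response to ER stress stays open and was not tested.

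The abu and pqn families, which carry the unfolded protein response term, might have produced its enrichment in cpl-1* against wild type. They make up 29.2% of the called genes of the term, and the enrichment without them was 2.85-fold. The UPRER list, which holds none of them, lay at percentile 99.98. These values argue against the families as the whole cause.

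In rde-1(ne219); cpl-1* against cpl-1*, the UPRER list had a median log2 ratio of 1.18, above all 10000 matched random lists, and 1.11 against wild type. In the authors' deposited table, hsp-4 rose from 291 FPKM in cpl-1* to 1337 FPKM in rde-1(ne219); cpl-1*, a log2 ratio of 2.20 (q = 0.000816).

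Variants linked to rde-1 on chromosome V could raise genes there. Genes higher in rde-1(ne219); cpl-1* than in cpl-1* were 1.17 times as frequent on V as among all genes tested (adjusted p = 3.05e-14, two-sided Fisher's exact test with Benjamini–Hochberg adjustment). By the test as first set, this excess on V would have counted for linked variants. On I, which holds the transgene, they were 0.802 times as frequent. This value decides nothing about variants linked to the transgene, since both strains carry it. Between cpl-1* and wild type, where such variants would differ, the frequency on I was 0.997 times (adjusted p = 0.976, same Fisher's exact test), so no excess was detected. Genes higher in cpl-1* than in wild type, which both carry the wild-type rde-1 allele, were also more frequent on V, at 1.11 times (adjusted p = 0.0118, same Fisher's exact test). The gene content of V is therefore another candidate explanation, and linked variants and gene content cannot be told apart on V because both predict an excess there. An excess in the cpl-1* set did not carry over on every chromosome, as IV had the largest one there, at 1.27 times (adjusted p = 1.99e-10, same Fisher's exact test), and 0.998 times in the rde-1(ne219) set. At P of 0.05 or less, the X chromosome had the largest excess in the rde-1(ne219) set, at 1.29 times (adjusted p = 1.79e-23, same Fisher's exact test), and a deficit of 0.689 times in the cpl-1* set. The order depended on the threshold, as a log2 ratio of at least 2 gave 1.46 times on V and 1.21 times on X, and 1.44 and 1.22 times with the smallest P as well. These settings were chosen after the data had been seen. No explanation of the values on X was tested.

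The largest increase between rde-1(ne219); cpl-1* and cpl-1*, among genes with q of 0.05 or less and at least 1 FPKM in both strains, was that of Y47H10A.5. It rose from 4.82 to 676 FPKM in the authors' deposited table, a log2 ratio of 7.13. The paper cites earlier work in which mir-243, a microRNA that binds RDE-1, regulates Y47H10A.5. The largest decrease in this comparison within the same limits was that of pud-3. It fell from 484 to 6.44 FPKM in the authors' deposited table, a log2 ratio of -6.23. Under the same limits, the largest decrease between cpl-1* and wild type was that of T22F3.11. It fell from 115 FPKM in wild type to 1.05 FPKM in cpl-1* in the authors' deposited table.

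The molting cycle list with its collagens had a median log2 ratio of 2.36 in cpl-1* against wild type and 2.79 in rde-1(ne219); cpl-1* against cpl-1*. In cpl-1* against wild type, the medians of the proteasome genes (-0.023), the ribosomal proteins (-0.026), the vitellogenins (0.050), the intracellular pathogen response genes (0.56) and the cytosolic heat shock genes (0.61) lay within the middle 95% of matched random lists. The cytosolic heat shock median was -0.21 in rde-1(ne219); cpl-1* against cpl-1*, also within it.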
